# Identification of large offspring syndrome during pregnancy through ultrasonography and maternal blood transcriptome analyses

**DOI:** 10.1038/s41598-022-14597-w

**Published:** 2022-06-22

**Authors:** Rocío Melissa Rivera, Anna Katherine Goldkamp, Bhaumik Narendrabhai Patel, Darren Erich Hagen, Edgar Joel Soto-Moreno, Yahan Li, Chris Nayoon Kim, Cliff Miller, Fred Williams, Elizabeth Jannaman, Yao Xiao, Paula Tribulo, Eliab Estrada-Cortés, Astrid Roshealy Brau-Rodríguez, Peter James Hansen, Zhoulin Wu, Christine Marie Spinka, Neal Martin, Christine G. Elsik

**Keywords:** Predictive markers, Disease model

## Abstract

In vitro production (IVP) of embryos in cattle can result in large/abnormal offspring syndrome (LOS/AOS) which is characterized by macrosomia. LOS can cause dystocia and lead to the death of dam and calf. Currently, no test exists to identify LOS pregnancies. We hypothesized that fetal ultrasonography and/or maternal blood markers are useful to identify LOS. Bovine fetuses were generated by artificial insemination (control) or IVP. Fetal ultrasonographies were taken on gestation D55 (D55) and fetal collections performed on D56 or D105 (gestation in cattle ≈ D280). IVP fetuses weighing ≥ 97 percentile of the control weight were considered LOS. Ultrasonography results show that the product of six D55 measurements can be used to identify extreme cases of LOS. To determine whether maternal blood can be used to identify LOS, leukocyte mRNA from 23 females was sequenced. Unsupervised hierarchical clustering grouped the transcriptomes of the two females carrying the two largest LOS fetuses. Comparison of the leukocyte transcriptomes of these two females to the transcriptome of all other females identified several misregulated transcripts on gestation D55 and D105 with *LOC783838* and *PCDH1* being misregulated at both time-points. Together our data suggest that LOS is identifiable during pregnancy in cattle.

## Introduction

Large offspring syndrome (LOS) is an overgrowth condition observed in ruminant fetuses and neonates^1,2^. LOS was first reported in 1991 in a cloned calf produced via nuclear transfer^3^. Later, in 1995, overgrowth was reported as a result of non-invasive in vitro production (IVP) procedures^4^. At that time, the overgrown animals were called “large calves” and the syndrome was coined LOS^5^. As the use of IVP in ruminants increased during the next decade, so did the number of LOS reports^6–11^. The main characteristic of LOS is overgrowth, which in some instances can result in calves weighing twice the average birthweight of their breed^4^. However, LOS in ruminants is a complex disorder with other phenotypes observed including visceromegaly, macroglossia, increased incidence of hydro-allantois, abnormal limbs and spinal cord, ear malformation, hypoglycemia, and umbilical hernia^6,7,9–14^. Because of these varied phenotypes, this syndrome is also known as abnormal offspring syndrome (AOS)^11^.

Even though it is now clear that LOS/AOS is a multi-locus loss-of-imprinting (i.e., epigenetic) condition^14^, it is still not known what triggers LOS and which assisted reproductive technology procedure (e.g., in vitro maturation of oocytes, in vitro fertilization, in vitro embryo culture of embryos or embryo transfer) is involved. Several reported cases of LOS in the literature were produced using serum supplementation during oocyte maturation and/or during embryo culture, which suggest that serum may be a factor promoting the syndrome^1,2,4,15,16^. Serum has been experimentally determined to cause LOS in sheep^16–18^ and bovine offspring derived from embryos cultured in serum containing medium can develop LOS^2^. In addition, the syndrome can also occur in fetuses and calves derived from embryos cultured without serum supplementation^19,20^ and, more recently, we have documented that this syndrome occurs spontaneously in cattle produced by natural or artificial insemination^21–23^. The latter is of interest as there is a similar loss-of-imprinting overgrowth syndrome in humans, namely Beckwith–Wiedemann syndrome, which occurs naturally, and its incidence is increased in children conceived by assisted reproduction^24^.

Due to its large size, LOS can cause dystocia and, sometimes, cesarean section is needed for delivery^25^. Even if the newborn calf survives the difficult birth, the enlarged tongue or extreme body weight make suckling difficult, thus increasing the chances of postnatal death^26^. In addition to the possible death of calves and cows, other financial losses are incurred due to veterinary costs^22^ and the associated negative economic impact in terms of losses in milk, fat, and protein yields in the subsequent lactation^27,28^. For example, two independent LOS cases have been recently reported with total estimated losses of approximately $30,000 each^22^. These monetary losses could have been minimized if the early identification of LOS was possible. To date, however, no test exists to predict LOS pregnancies in cattle. As IVP is the current method of choice to improve genetic merit of the offspring in the cattle industry^29,30^ it is of particular importance to find biomarkers to identify fetal overgrowth early during gestation to help producers decide whether to terminate the pregnancy or prepare for a difficult birth.

Ultrasound is a valuable non-invasive and repeatable tool that has been widely used in cattle to determine fetal growth^7,31,32^, fetal age^33^, fetal sex^34^ and clinical pathologies such as mummified fetuses or endometritis^35^. In addition, blood biomarkers have been successfully used as a non-invasive method to determine pregnancy status. For example, *ISG-15* mRNA from pregnant cattle leukocytes^36^ and pregnancy associated glycoproteins from bovine maternal blood serum are useful markers of early pregnancy^37^. Whether maternal blood components can be used to identify LOS early in pregnancy is not known.

For our study, we hypothesized that LOS can be identified during pregnancy in cattle by use of ultrasonography and/or maternal blood leukocyte mRNA biomarkers. The approach was to generate embryos by artificial insemination (AI; control) or by in vitro procedures previously shown by us to generate overgrown fetuses and to perform ultrasonographic measurements of those fetuses at day 55 (D55) of gestation and transcriptome analysis of maternal blood leukocytes on D55 and D105 of gestation.

## Materials and methods

The study is reported in accordance with ARRIVE guidelines^38^.

### Heifers

All animal procedures were conducted in accordance with the Guide for the Care and Use of Agricultural Animals in Research and Teaching and approved by the Institutional Animal Care and Use Committee of the University of Missouri (Protocol #9455). All animals were kept at the University of Missouri South Farm Research Center in Columbia.

Angus crossbred heifers of approximately 18–20 months of age were synchronized and selected for breeding using the 14-day controlled internal drug release (CIDR^®^, Zoetis, Kalamazoo, MI) prostaglandin and timed artificial insemination protocol (Supplemental Fig. 1).

### In vitro and in vivo production of embryos and embryo transfer

Media and procedures were as previously described by us^2,39^. Briefly, *Bos taurus taurus* (*B. t. taurus;* Angus/Angus-Crossbred) oocytes were harvested from slaughterhouse ovaries. Oocytes were removed from maturation medium after ~ 21 h of culture and inseminated with semen from one *B. t. indicus* male (Brahman breed [JDH MR MANSO 7 960958 154BR599 11200 EBS/INC CSS 2]). Putative zygotes were stripped of cumulus cells by five minutes of vigorous vortexing at approximately 18 h after insemination and then cultured in KSOM supplemented with amino acids in a humidified atmosphere containing 5% O_2_, 5% CO_2_, and 90% N_2_. On D5 after insemination, the culture medium was supplemented with 10% (v/v) estrus cow serum (collected and prepared in house and previously used in Ref.^2^) and embryos returned to the incubator. On D7, blastocyst-stage IVP embryos were selected, washed in BioLife Holding & Transfer Medium (AgTech; Manhattan, KS), and loaded in groups of two into 0.25 cc yellow, direct transfer and irradiated straws (AgTech). Blastocysts were transferred to synchronized recipient females on D7 after estrus (Supplemental Fig. 1).

### Rationale for experimental design

This experiment is a part of a large-scale study aimed at the identification of epigenetic misregulations in LOS (as defined by IVP fetuses weighing ≥ 97 percentile of the weight of the control fetuses). Based on our previous results for pregnancy rates from IVP embryos, percent LOS on D105, and transcriptome and methylome analyses^40^, we calculated that four LOS males and four LOS females would be required to achieve 90% power. Therefore, we transferred two embryos per heifer (as we did in Ref.^2^) to achieve that goal. In our previous study^2^, body weight did not differ between singletons and twins on D105 of gestation. It should be noted that twinning occurs in cattle^41^. In addition, the rationale for generating *Bos taurus indicus* × *Bos taurus taurus* F1 fetuses in this study is that since LOS is a loss-of-imprinting condition, allele sequence differences are required to characterize parental-specific genomic (mis)regulation in the F1. This has been a useful breeding scheme to enhance the list of imprinted genes in bovine and to identify loss-of-imprinting in LOS^40,42^.

### D55 and D77 fetal ultrasound morphometry

At D55 of pregnancy, presumed pregnant animals were checked for the presence of a fetus/es by transrectal ultrasonography using a SonoSite EDGE ultrasound machine equipped with a L52 10.0–5.0 megahertz linear-array transducer (Supplemental Fig. 1). Images acquired by ultrasound were analyzed using software resident on the machine. Ultrasound measurements taken were abdominal height, abdominal diameter, thoracic diameter, thoracic height, crown rump length, head length, and biparietal diameter (Fig. 1A). Fetal sex was determined by ultrasonography on D77 of gestation (Supplemental Fig. 1). Furthermore, fetal morphometry was assessed on D77 in a subset of 18 animals (6 AI and 12 IVP animals). Ultrasound measurements taken on D77 were abdominal height, abdominal diameter, thoracic diameter, thoracic height, crown rump length, head length, and biparietal diameter.

**Figure 1:**
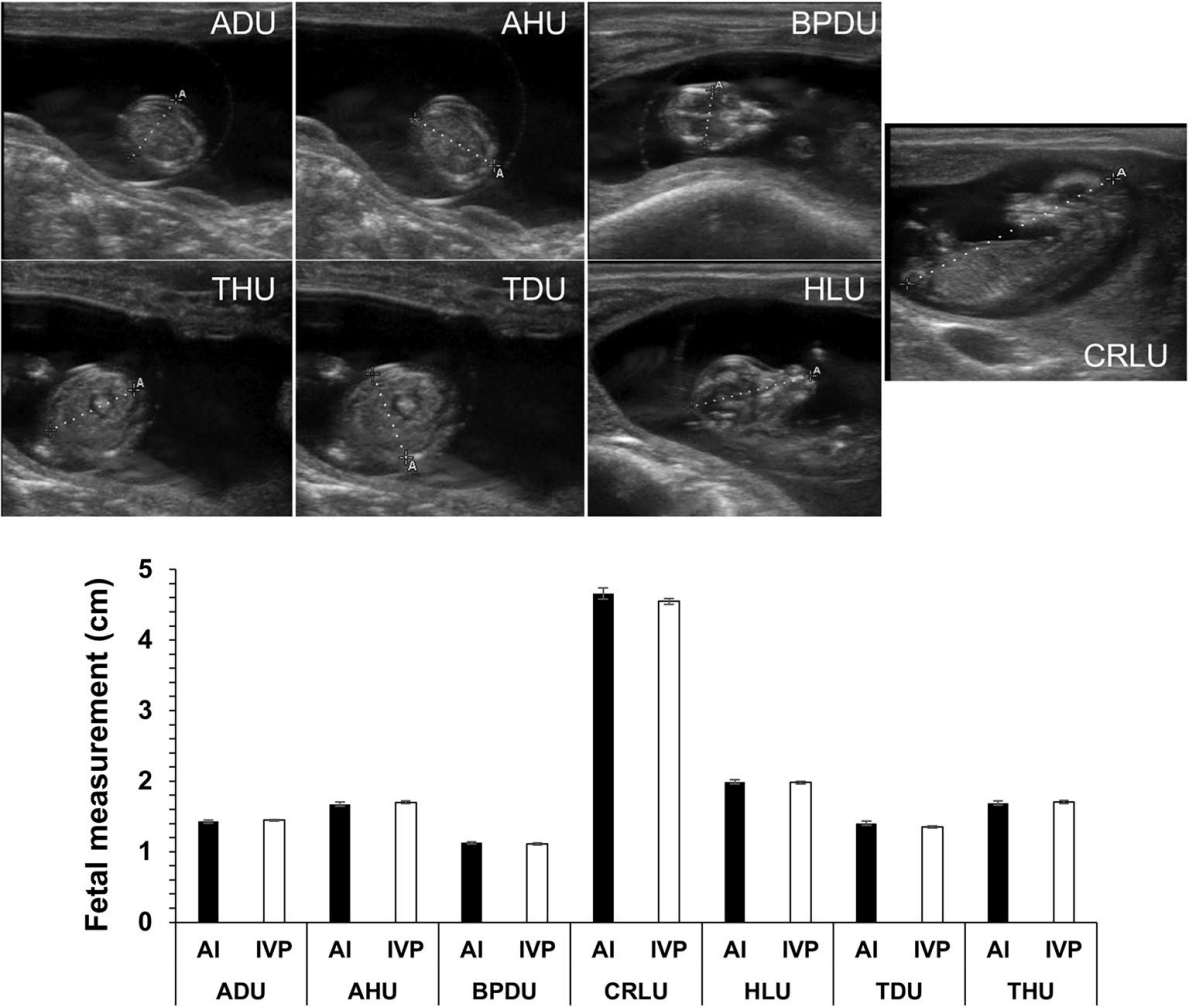
D55 fetal morphometry. *Top* Sagittal views of the ultrasound images taken on D55 of gestation. *U* ultrasound, *AH* abdominal height, *AD* abdominal diameter, *BPD* biparietal diameter, *CRL* crown rump length, *HL* head length, *TD* thoracic diameter, *TH* thoracic height. *Bottom* Comparison of ultrasound measurements between all the AI (n = 26) and IVP (n = 89) fetuses in this study. No statistical differences were detected between groups. *AI* artificial insemination (i.e., control), *IVP* in vitro produced embryos.

### Surgical fetal collections of D56 and D105 fetuses

Heifers (n = 51 for D56; n = 48 for D105) were fasted at least 12 h prior to surgery. Fetuses were surgically retrieved to preserve nucleic acid integrity. All surgical procedures were performed by a licensed veterinarian.

### Collection of fetal tissues and fetal measurements of D56 and D105 fetuses

Collected fetuses and their fetal membranes were weighed, fetal morphometry was assessed, and abnormal phenotypes were noted. Measurements were crown-rump length, heart girth, forelimb length, biparietal length, abdominal height, head length and thoracic height. Subsequently, all tissues (i.e. pancreas, kidney, liver, ears, skeletal muscle, heart, diaphragm, tongue, buccal mucosa, umbiliculs, placenta [cotyledons and intercotyledon], brain, reproductive tract, gonad, skin, stomach, intestine, lung, spleen, tail, leftover carcass) were dissected and divided in two and immediately frozen in liquid nitrogen. For all collections, the same person measured and weighed all fetuses and fetal membranes, and another person (veterinary anatomic pathologist) dissected all the tissues. The average time from excision of the fetus from the uterus to when all tissues were frozen in liquid nitrogen was approximately 18 min. All tissues were stored at − 86 °C until further use.

### Image analysis of crown rump length and umbilicus diameter in D105 fetuses

Measurement of D105 fetuses’ crown rump length (from the top of the head to base of the tail) and diameter of the umbilicus (at the base of the umbilicus where it protrudes from the body) were measured using the ImageJ’s^43^ freehand line function using a lateral side picture of the D105 fetuses. The surface where the fetuses laid was squared (each square = 2.54 cm) and was used to convert all measurements to cm, and then a ratio of umbilicus diameter to crown rump length was determined.

### Maternal blood collection and processing

Maternal blood was collected via tail venipuncture on D55 and D105 of pregnancy into K3 EDTA tubes (BD, Franklin Lakes). Blood processing was done as described earlier in Ref.^44^. Briefly, blood containing tubes were centrifuged at 1200×*g* for 20 min at 4 °C. The buffy coat was transferred to 15 ml centrifuge tubes containing 12 ml of red blood cell lysis buffer (150 mM NH_4_Cl, 10 mM NaHCO_3_, 1 mM EDTA, pH 7.0). White blood cells (WBC = leukocytes) containing tubes were briefly vortexed, incubated at room temperature for 5 min, and later centrifuged at 300×*g* for 10 min at 4 °C. After discarding the supernatant, the WBC pellet was washed once in 5 ml red blood cell lysis buffer and then with 5 ml ice-cold 1× Dulbecco’s phosphate buffered saline, with centrifugation at 300×*g* at 4 °C for 5 min at each wash. After discarding the supernatant, the WBC pellet containing tubes were placed immediately on dry ice and then stored at − 86 °C until use.

### Selection of samples for RNA sequencing (RNAseq)

The WBC samples of 23 D105 pregnant heifers were selected for RNAseq on the basis of their group (AI or IVP), weight of IVP fetuses (≥ 97 percentile of AI weight = IVP-LOS or < 97 percentile of AI weight = IVP-Normal), fetal sex, and whether the females carried one or two fetuses in the IVP group. In addition, the D55 WBC samples of the same 23 females were also used for transcriptome analyses (Supplemental Fig. 2).

### RNA isolation and transcriptome analyses

Total RNA was isolated using Trizol™ reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions and stored at − 86 °C until use.

#### Library preparation and transcriptome sequencing

RNA processing and sequencing was performed by BGI Americas Corporation (Cambridge, MA). Libraries were sequenced using the DNBSEQ-G400 platform to generate 20 million 100 bp paired end reads.

#### RNAseq data analysis

Base quality and adapter contamination was assessed with FastQC and low quality (Pred < 20) raw reads trimmed using DynamicTrim. Trimmed reads less than 60 bases in length were removed with SolexaQA++ LengthSort function^45^. Retained paired-end reads were aligned to the bovine reference genome, ARS-UCD1.2^46^ with HISAT2 v2.1.0^47^ with the parameter adjustment (–mp 6,6; –score-min L,0,-0.2; –known-splicesite-infile) included to improve specificity. Total read counts for each gene were calculated by using the HTseq-count default union-counting module^48^ using NCBI (GCF_002263795.1_ARS-UCD1.2) RefSeq gene set.

#### Hierarchical clustering

Raw read counts were normalized and the dist(method = ‘euclidean’) function was used to compute the distances between the rows of normalized count data. Finally, unsupervised hierarchical clustering was applied using the average linkage method and the base R hclust function to build the dendrogram.

#### Differential expression analysis

Differential expression analysis was performed using edgeR v3.32.1^49^ and DESeq2 v1.30.1^50^. Likelihood ratio tests were done using both packages (edgeR using glmLRT and DESeq2 using DESeq(test = LRT)). For edgeR, the raw read counts were normalized using RUVseq^51^. The betweenLaneNormalization function of EDAseq v2.24.0 was used to adjust for sequencing depth and then upper quantile normalization was done to remove unwanted variation^52^. The trimmed means of M values (TMM) was also used for edgeR analysis. For DESeq2, the median of ratios method of normalization was used using estimateSizeFactors and assigning the normalization factors back to our count matrix. Pairwise comparisons between each treatment (Control-AI vs IVP-Normal, IVP-Normal vs IVP-LOS, and Control-AI vs IVP-LOS) group at each time point (D55 and D105) were performed. In addition, we compared the transcriptome of the dams carrying the two largest IVP-LOS individuals (#604 and #664) against all other animals for D55 and D105. Furthermore, a pairwise comparison of WBC transcriptomes of females carrying two vs one fetuses was done to account for differential expression due to multiple fetuses (i.e. increased fetal mass). Genes with a false discovery rate (FDR; EdgeR) or adjusted P-value (padj; DEseq2) ≤ 0.05 were classified as significant. Significant genes from both packages were overlapped in order to generate a list of candidate genes for downstream analysis.

### cDNA synthesis and quantitative RT-PCR (qRT-PCR)

Total RNA was treated with DNase (Fischer Scientific, Waltham, MA) and used as template to synthesize cDNA in a 20 μl reaction using oligo dT and Superscript IV (Invitrogen, Carlsbad, CA) as recommended by the manufacturer.

*Arginine and Serine Rich Coiled-Coil 1* (RSRC1) and *Transcription Termination Factor 1* (TTF1) were used as test genes to corroborate RNA sequencing results based on their upregulation in the WBC transcriptome of the two females carrying the two largest LOS fetuses. Endogenous transcripts used as normalizers were: *Ecdysoneless Cell Cycle Regulator* (*ECD*), *Nuclear Factor of Kappa Light Polypeptide Gene Enhancer in B-Cells Inhibitor, Beta* (*NFKBIB*), and *VPS35 Endosomal Protein Sorting Factor Like* (*VPS35L*). These were chosen based on their constancy of expression in the RNAseq result (i.e., EdgeR FDR = 1; DESeq2 padj > 0.8 and coefficient of variation ≤ 0.10 across all 23 D105 WBC samples. In addition, these transcripts were also chosen based on availability of intron-spanning TaqMan probes (ABI, Foster City, CA) for bovine. TaqMan probe information is as follows: *ECD* (Bt03235022_m1), *NFKBIB* (Bt03247668_m1), *RSRC1* (Bt03236115_m1), *TTF1* (Bt03266651_m1), *VPS35L* (Bt03269522_m1). The mRNA levels of the target genes for the pregnant females carrying IVP-LOS and the two largest LOS fetuses (cow #604 and #664) relative to the combined AI and IVP-Normal groups was calculated using the comparative cycle threshold (C_T_) method. Briefly, the C_T_ for each sample was normalized to the geometric mean of the three endogenous reference genes. The average C_T_ was calculated by averaging the C_T_ of all independent samples excluding those from the females carrying the two largest LOS fetuses. The comparative C_T_ method (ΔΔC_T_) was used to compare the values of #604 and #664 against the average C_T_ for all other samples. Fold difference is used for data representation.

### Statistical analyses

All analyses include an IVP-Normal group to remove potential confounding effects of method of conception when analyzing variables. The morphometric data were analyzed by analysis of variance using the general linear model procedure using SAS software v9.4 (SAS Institute, Cary, NC). Dependent variables were all fetal measurements, and the independent variables were the group and day of collection (AI, IVP-Normal, IVP-LOS). Differences were considered statistically significance when p < 0.10.

## Results

### Pregnancy rate

The overall pregnancy rates on D55 were 61.1% for the AI group and 43.0% for the IVP group. For the D56 fetal collection set, there were 14 singleton pregnancies in the AI group, while, for the IVP group, there were 19 singleton pregnancies and 12 females carried two conceptuses. For D105 fetal collection set, there were 12 singleton pregnancies in the AI group, while, for the IVP group, there were 26 singleton pregnancies and 10 females carried two conceptuses.

### D55 fetal ultrasonographies

Fetal ultrasonographies were taken on gestation D55 to determine if LOS could be detected by this stage of pregnancy. Figure 1 shows the average measurements of all fetuses collected in this study (AI = 26, IVP = 89). There were no differences in any of the fetal ultrasonographic measurements between the AI and IVP groups. Head length was greater in male fetuses (n = 69; mean ± SEM; p < 0.04; 2.01 ± 0.02) when compared to female fetuses (n = 43; 1.94 ± 0.03). There was also a sex effect on crown rump length (p = 0.06) with males (4.64 ± 0.05) being longer than females (4.46 ± 0.06). This effect was more pronounced within the IVP group (p < 0.03; 4.62 ± 0.05 and 4.42 ± 0.07, for males (n = 53) and females (n = 34), respectively).

### Fetal collections and LOS determination

Fetal overgrowth is the defining phenotype of LOS, and weight at surgical collection was used to define LOS using criteria described earlier by us^2^. A fetus was categorized as overgrown if its weight was ≥ 97 percentile weight of the AI in a sex-specific manner. We chose ≥ 97 percentile of control weight as threshold to ascribe LOS as this has previously been used to describe BWS^53^, the counterpart syndrome in humans.

#### D56 fetuses

Fetal weight was not significantly different between singletons and twins (mean ± SEM; 8.94 ± 0.28 g and 8.79 ± 0.23 g, respectively). Fetal weight was similar between the AI and IVP fetuses (mean ± S.D.; 8.66 ± 1.39 and 8.95 ± 1.43, respectively). For the AI group, there were eight males and six females. The average weight for the males was 8.78 ± 1.33 g (weight range: 6.21–10.27 g; Fig. 2) while the average weight for the females was 8.50 ± 1.59 g (weight range: 6.20–10.22 g). For the IVP group, we collected 21 males and 22 females. The average weight for the males was 9.52 ± 1.53 g (weight range = 6.94–13.77 g) while the average weight for the females was 8.40 ± 1.11 g (weight range = 5.55–10.31 g). Fetuses weighing ≥ 97 percentile of controls (male = 10.18 g and female = 10.16 g) in the IVP group were considered LOS (Fig. 2). In total, there were eight IVP-LOS males (weight range = 10.23–13.77 g) and one IVP-LOS female (weight = 10.31 g). All IVP fetuses weighing < 97 percentile weight of controls were referred to “IVP-Normal” (males—n = 13 [weight range: 6.94–9.98 g] females—n = 21 [weight range: 5.55–9.8 g]). Besides heavier body weight, other phenotypes observed in the IVP group were focal hemorrhage on the brain and abdominal wall defects (Fig. 2C). The fetal measurements at collection for the AI, IVP-Normal and IVP-LOS groups are summarized in Fig. 3. Only one female in the IVP group was considered LOS, therefore no comparisons were made between it and the other groups.

**Figure 2:**
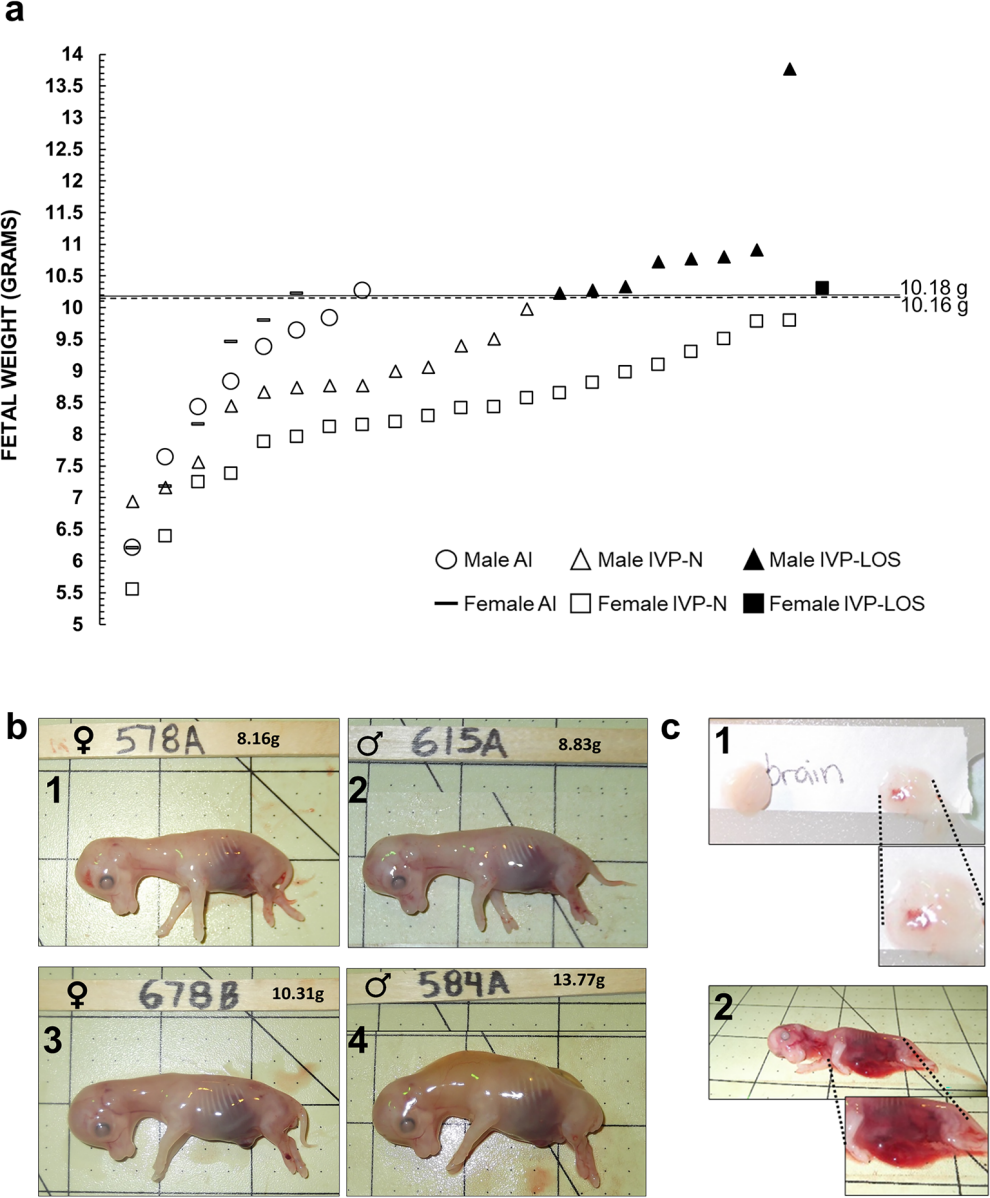
D56 fetal collections. **(a)** Fetal weight at D56 of gestation. The X axis has no actual implication and is used to scatter the spots representing each fetus for ease of visualization. The sex of the fetuses and the way they were generated is shown at the bottom of the figure. The lines represent the 97 percentile of AI D56 fetal weight (i.e., male—10.18 g, female—10.16 g). **(b)** The pictures show D56 fetuses in the control **(b1,b2)** and IVP-LOS group **(b3,b4**). Also, females **(b1,b3)** and males **(b2,b4)**. **(b1)** AI-578A (control female weighing 8.16 g which is approximate average weight of female control fetuses). **(b2)** AI-615A (control male weighing 8.83 g which is the approximate average weight of male control fetuses). **(b3,b4)** Show the heaviest LOS (IVP-LOS 678B: female weighing 10.31 g and IVP-LOS 584A: male weighing 13.77 g). Each square on the background = 2.54 cm. **(c)** Secondary phenotypes observed in D56 LOS fetuses—focal hemorrhage on the brain **(c1)** and abdominal wall defects **(c2)**. *LOS* large offspring syndrome, *AI* artificial insemination (i.e., control), *IVP* in vitro produced embryos.

**Figure 3:**
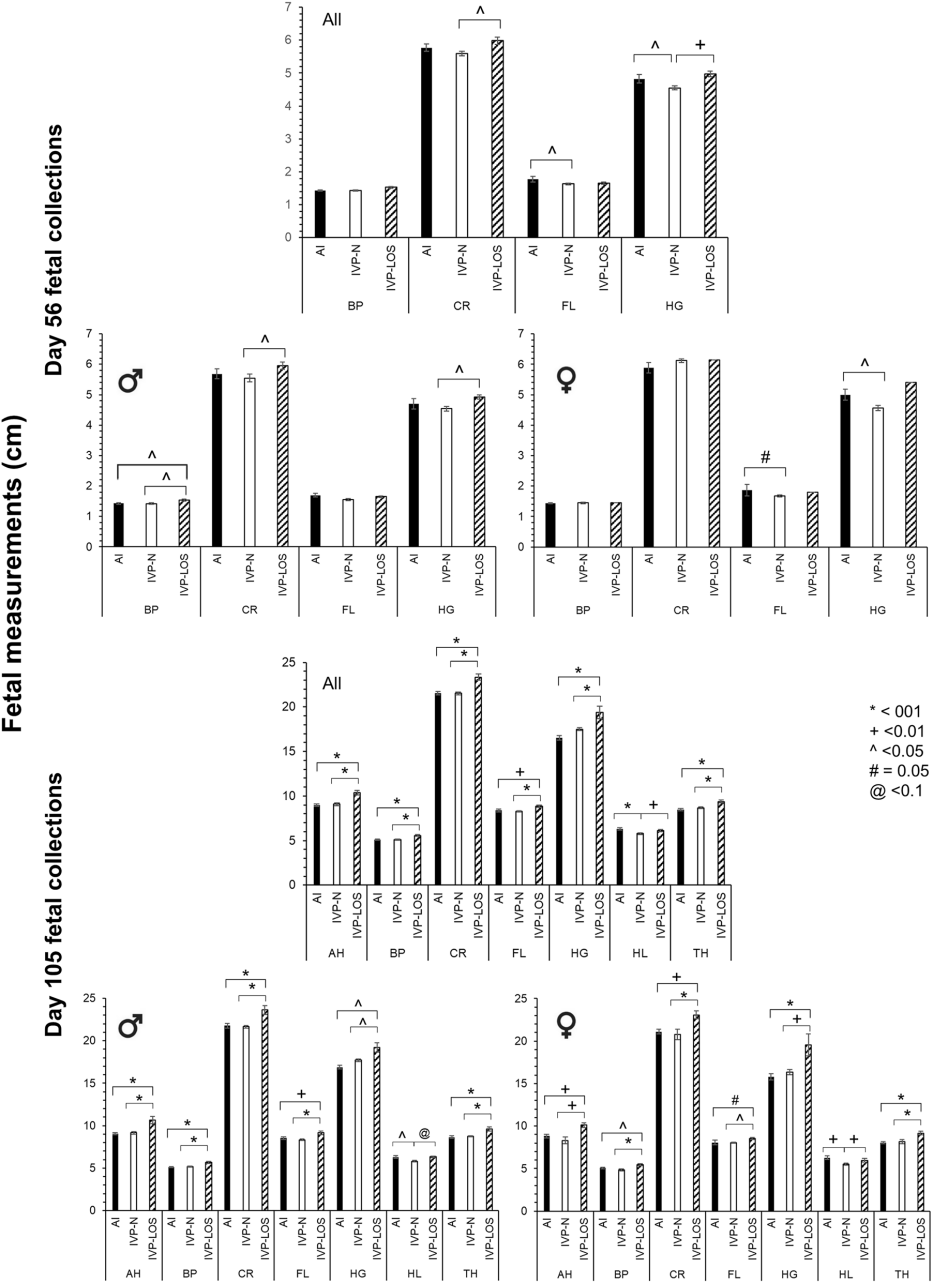
Fetal measurements at collection. Top three panels—D56 fetal measurements at collection (n = 6 females and 8 males in the AI group and 22 females [1 LOS] and 21 males [8 LOS] in the IVP group). Bottom three panels—D105 fetal measurements at collection (n = 4 females and 8 males in the AI group and 13 [9 LOS] females and 33 males [8 LOS] in the IVP group). For each day set, the top graph includes both sexes and the bottom two graphs are separated by sex, males on the left and females on the right. *BP* biparietal diameter, *CR* crown-rump length, *FL* forelimb length, *HG* hearth girth, *AH* abdominal height, *HL* head length, *TH* thoracic height. Data are represented as average ± SEM. Lines going over three bars are used to represent statistical differences between the first and the third bar.

#### D105 fetuses

Fetal weight was not significantly different between singletons and twins (mean ± SEM; 532.78 ± 20.02 g and 494.80 ± 29.69 g, respectively). Fetal weight was similar between the AI and IVP fetuses (mean ± S.D.; 466.00 ± 55.62 and 532.15 ± 134.80 g, respectively). For the AI group, we collected eight males and four females. The average weight for the males was 494.29 ± 44.05 g (mean ± S.D.; weight range: 442–550 g; note: there is a missed observation in this group) while the average weight for the females was 416.50 ± 36.01 g (weight range: 388–468 g; Fig. 4). For the IVP group, we collected 33 males and 13 females. The average weight for the males was 526.39 ± 123.00 g (weight range = 366–1080 g) while the average weight for the females was 546.77 ± 167.77 g (weight range = 318–986 g). Fetuses weighing ≥ 97 percentile of controls (male = 548.92 g and female = 463.14 g) in the IVP group were considered LOS (Fig. 4).

**Figure 4:**
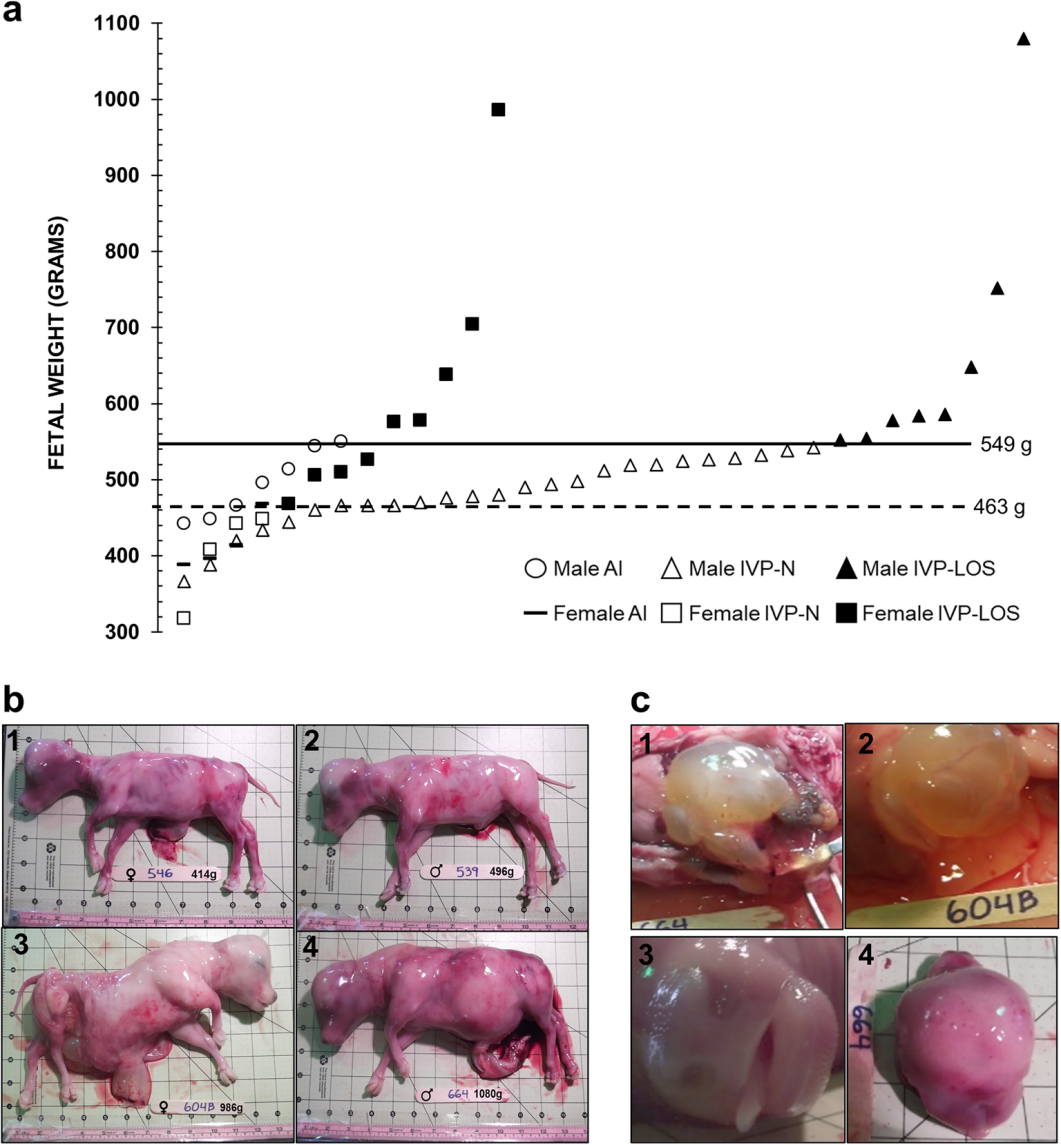
D105 fetal collections. **(a)** Fetal weight at D105 of gestation. The X axis has no actual implication and is used to scatter the spots representing each fetus for ease of visualization. The sex of the fetuses and the way they were generated is shown at the bottom of the figure. The lines represent the 97 percentile of AI D105 fetal weight (i.e., male—549 g, female—463 g). **(b)** The pictures show D105 fetuses in the control **(b1,b2)** and IVP-LOS group **(b3,b4)**. Also, females **(b1,b3)** and males **(b2,b4). (b1)** AI-546 (control female weighing 414 g which is approximate average weight of female control fetuses). **(b2)** AI-539 (control male weighing 496 g which is the approximate average weight of male control fetuses). **(b3,b4)** Show the heaviest LOS (IVP-LOS 604B: female **(b3)** weighing 986 g and IVP-LOS 664: male **(b4)** weighing 1080 g). Each square on the background = 2.54 cm. **(c)** Secondary phenotypes observed in D105 LOS fetuses—gelatinous material in the peritoneal cavity and organs **(c1,c2)** long protruding tongue **(c3)**, skull asymmetry **(c4)**. *AI* artificial insemination (i.e., control), *IVP* in vitro produced embryos.

In this study, it appears that female fetuses were preferentially lost between D56 and D105, especially in the IVP group. On D56, we collected 6 females and 8 males in the AI group and 22 females and 21 males in the IVP group. On D105 we collected 4 females and 8 males in the AI group and 13 females and 33 males in the IVP group, which is different than the expected 1:1 ratio (p < 0.01). Although the reason for the loss of female fetuses between D56 and D105 is unknown, this was far more pronounced in the IVP group. The deficiency of female fetuses was not statistically significant in the AI group (p = 0.20) but was highly significant in the IVP group (p < 0.003) when compared to the binomial distribution with the expected 1:1 sex ratio.

In total, there were eight IVP-LOS males (weight range = 552–1080 g) and nine IVP-LOS females (weight range = 468–986 g). All IVP fetuses weighing < 97 percentile weight of controls were referred to “IVP-Normal” (males—n = 25 [weight range: 366–542 g] females—n = 4 [weight range: 318–448 g). Besides heavier body weight, other phenotypes observed in the IVP group were long protruding tongue (Fig. 4C.3), large organs (heart, kidney, lung, pancreas), hepatic cyst, abdominal ascites, gelatinous material in the peritoneal cavity and organs (Fig. 4C.1–2) and skull asymmetry (Fig. 4C.4). In addition, large umbilicus (Fig. 4B.3) were observed at collection in two of the female IVP-LOS fetuses (fetus number 656 and 604B), however, the ratio of the umbilicus to the crown-rump length (as determined by image analysis) was similar between groups, although the largest female (604B) had at least a 40% wider base of the umbilicus when compared to all other fetuses (Fig. 4B.3). There was a group (i.e. AI, IVP-Normal, IVP-LOS) effect for crown-rump length, abdominal height, biparietal diameter, forelimb length, heart girth, thoracic height and head length (p < 0.002) and sex effects for crown-rump length, abdominal height, biparietal diameter, forelimb length, and thoracic height (p < 0.05). The fetal measurements at collections are summarized in Fig. 3.

### Associations between D55 fetal ultrasonographies and collection measurements

#### D55 ultrasonographic measurements on fetuses collected on D56

The summary of D55 ultrasonographic measurements for fetuses collected on D56 may be found in Fig. 5. Female specific analysis for the IVP-LOS group was not performed as only one female in the IVP group weighed more than the ≥ 97 percentile threshold used to ascribe overgrowth. No differences were observed for sex, group, or their interaction for abdominal diameter, abdominal height, biparietal diameter, thoracic diameter, or crown-rump length. Head length was greater in males than females (p < 0.006; Mean ± SEM; 2.05 ± 0.02 and 1.93 ± 0.03 for males and females, respectively). A group by sex interaction was detected for thoracic height in which the males of the IVP-Normal group were smaller than males in the AI and IVP-LOS groups (p < 0.03; Mean ± SEM; 1.60 ± 0.04, 1.75 ± 0.05 and 1.83 ± 0.08 for IVP-Normal, AI and IVP-LOS groups, respectively).

**Figure 5:**
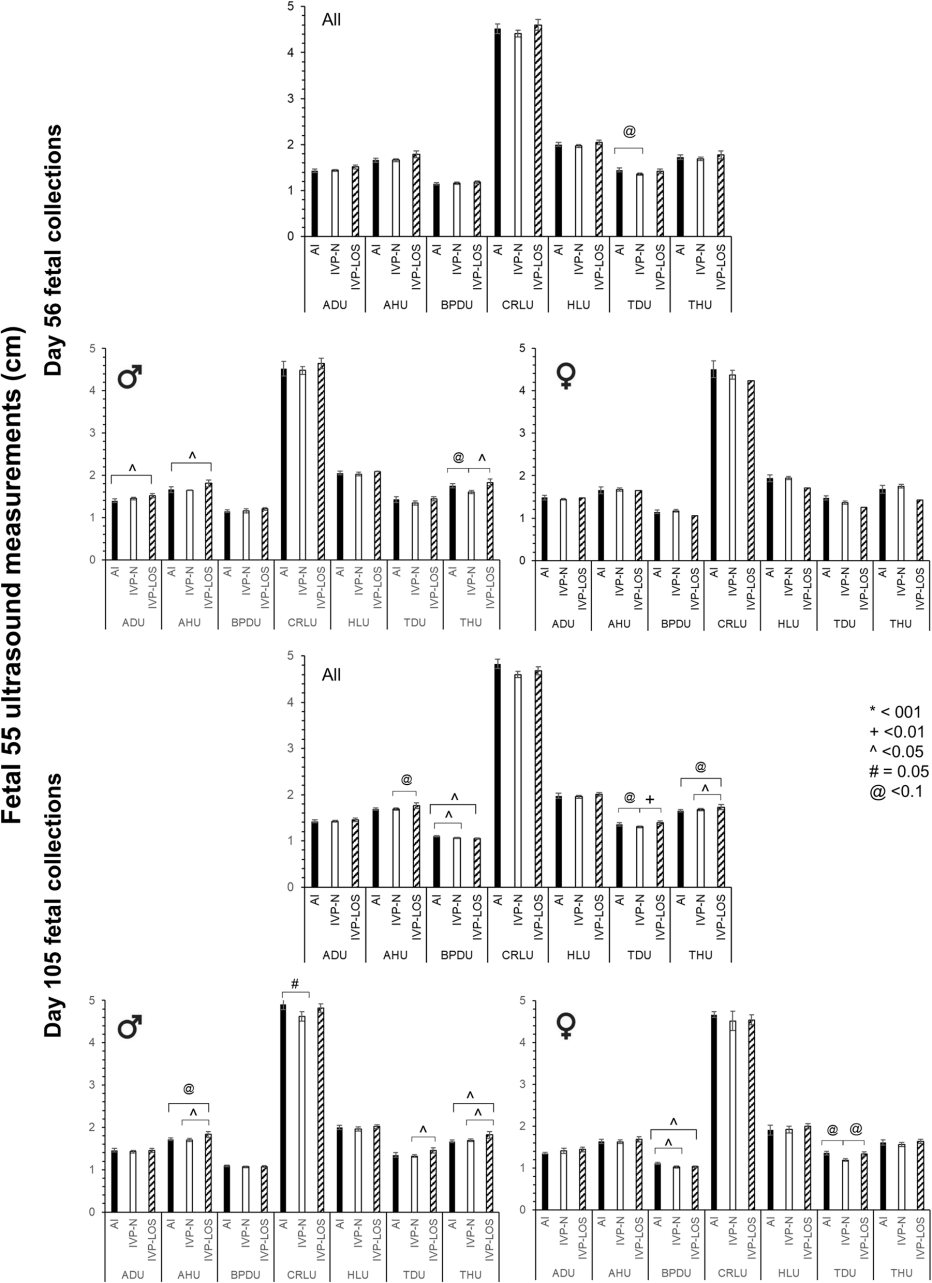
D55 fetal ultrasound measurements of fetuses collected on D55 and D105. Top three panels—D55 ultrasonographic measurements of fetuses collected on D56. n = 6 females and 8 males in the AI group and 22 females [1 LOS] and 21 males [8 LOS] in the IVP group. Bottom three panels—D55 ultrasonographic measurements of fetuses collected on D105. For each day set, the top graph includes both sexes and the bottom two graphs are separated by sex, males on the left and females on the right. n = 4 females and 8 males in the AI group and 13 [9 LOS] females and 33 males [8 LOS] in the IVP group. *U* ultrasound, *AH* abdominal height, *AD* abdominal diameter, *BPD* biparietal diameter, *CRL* crown rump length, *HL* head length, *TD* thoracic diameter, *TH* thoracic height. Data are represented as average ± SEM. For D56, there was only one female considered LOS, hence the lack of error bars. Lines going over three bars are used to represent statistical differences between the first and the third bar.

A slight positive correlation was observed between the D55 ultrasonographic measurements and the D56 fetal weight for abdominal diameter (0.40; p < 0.003), abdominal height (0.36; p < 0.007), crown-rump length (0.34; p < 0.01), head length (0.32; p < 0.02), and thoracic height (0.25; p = 0.06), while no correlations were observed between biparietal diameter or thoracic diameter measurements. When males and females were analyzed separately, positive correlations were observed for abdominal diameter (0.57; p < 0.002), abdominal height (0.64; p < 0.0003), crown-rump length (0.36; p = 0.06), and thoracic height (0.54; p < 0.004) in males. However, no correlations were found between any of the D55 ultrasonographic measurements and D56 fetal weight in females.

#### D56 ultrasonographic measurements on fetuses collected on D105

The summary of D55 ultrasonographic measurements for fetuses collected on D105 may be found in Fig. 5. No differences were observed for sex, group, or their interaction for abdominal diameter and head length. Females were smaller than males in their crown-rump length (p = 0.08), abdominal height (p < 0.04), thoracic diameter (p = 0.07), and thoracic height (p < 0.008).

A moderate positive correlation was observed between the D55 ultrasonographic measurements and the D105 fetal weight for abdominal diameter (0.57; p < 0.0001) and abdominal height (0.58; p < 0.0001). A slight positive correlation was observed between fetal weight and crown-rump length (0.27; p < 0.04), head length (0.33; p < 0.02), thoracic diameter (0.34; p < 0.02), and thoracic height (0.49; p < 0.0002) while no correlation was observed for biparietal diameter. For males, there was a moderate positive correlation between fetal weight and abdominal diameter (0.52; p < 0.0009), abdominal height (0.57; p < 0.0002), and thoracic height (0.56; p < 0.0003) and slight positive correlation for thoracic diameter (0.36; p < 0.03). For females, there was a moderate positive correlation between fetal weight and abdominal diameter (0.67; p < 0.005), abdominal height (0.67; p < 0.005), and head length (0.59; p < 0.02).

#### D77 ultrasonographic measurements on fetuses collected D105

An attempt was made to determine fetal morphometry on the subset of D77 pregnant group (AI = 6; IVP = 12), however this was not possible or reliable for many of the samples as the fetus was too large to do accurate measurements (data not shown).

### Are D55 ultrasonographic measurements useful to identify LOS?

Overall, no single ultrasonographic measurement can explain LOS on D105 of gestation. We tested various combinations of measurements and identified a strong positive correlation between D105 fetal weight and the product of the D55 ultrasonographic measurements for abdominal diameter, abdominal height, crown-rump length, head length, thoracic height, and thoracic diameter (0.76; p < 0.007 and 0.72; p < 0.0001 for AI and IVP fetuses, respectively; Fig. 6). The highest number resulting from the multiplication of the beforementioned ultrasonographic measurements was 79.92 for the AI (control) group. The D105 IVP fetuses were compared to that threshold and all except the two most extreme LOS cases (fetus 604B and 664 weighing 986 and 1080 g, respectively) were on or below the threshold. Similar comparisons were made for the set of fetuses collected on D56. While the correlation was also strong (0.75; p < 0.003), the threshold for the AI was higher (91.32) than for that obtained for the D105 AI fetuses. The correlation decreased to 0.46 (p < 0.03) for the IVP group indicating more variability in fetal weight at this stage and perhaps inclusion of fetuses that will be lost later during pregnancy or will have a differential rate of growth after this stage. In this group, only the heaviest IVP fetus was above the 100-threshold used in the D105 group.

**Figure 6:**
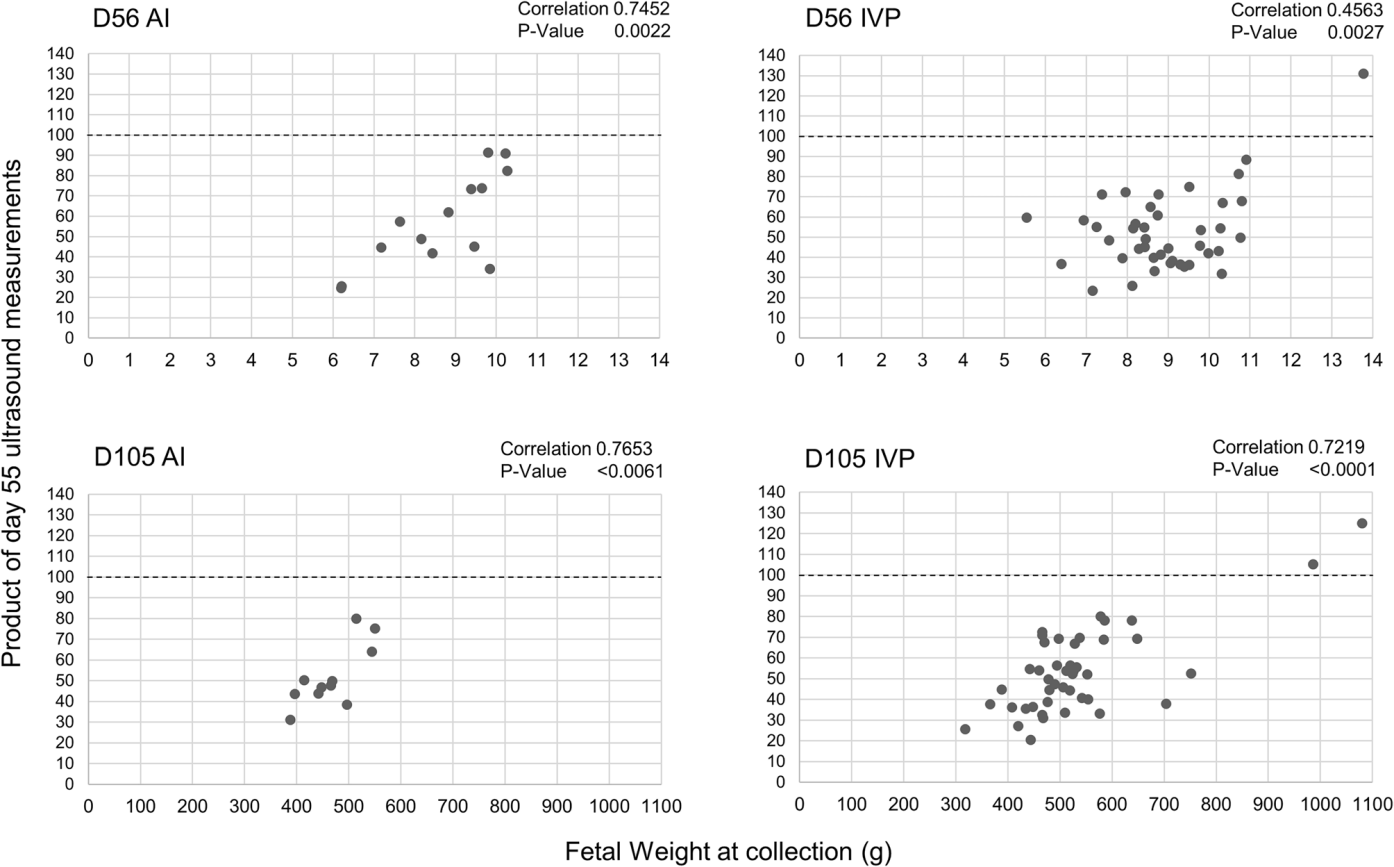
Correlation between fetal weight at collection and the product of D55 ultrasonographic measurements. Ultrasonographic measurements included = abdominal diameter, abdominal height, crown-rump length, head length, thoracic height, and thoracic diameter. *AI* artificial insemination (i.e., control), *IVP* in vitro produced embryos. The dashed line on the 100 mark is used to separate the two largest LOS fetuses on day 105 (bottom right panel) and drawn on the other three panels for comparisons.

### Maternal blood transcriptome analysis

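RNA from circulating leukocytes of 23 pregnant heifers was sequenced on D55 and on D105, with 1 library per heifer and day (46 libraries). The heifers carried AI fetuses (n = 8), IVP-Normal fetuses (n = 6) or IVP-LOS fetuses (n = 9), and 4 of the IVP heifers carried 2 fetuses. According to the methods, 20 M read pairs were generated per library, aligned with HISAT2 and counted per RefSeq gene with HTSeq-count. The starting point here was these raw counts of 30675 genes, of which 25404 had a read in at least 1 library. Between 18692653 and 24502012 reads per library were counted on genes, with a median of 22934799.5. On D55 the range was 21791213 to 23841695 in the AI group (median 23179205) and 21440044 to 24333337 in the IVP-Normal group (median 23198100). The D55 range in the IVP-LOS group was 21823930 to 24502012 (median 23365162). On D105 the range was 22101799 to 23366657 in the AI group (median 22551853) and 21775579 to 24162288 in the IVP-Normal group (median 22724358.5). The D105 range in the IVP-LOS group was 18692653 to 24473385 (median 22301107). In the sample labels, the D105 libraries of the AI and IVP-LOS groups belong to a set named BACKUP, and all other libraries belong to a set named New.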

Only reads which aligned to known genes of the bovine reference genome assembly ARS-UCD1.2 using NCBI (GCF_002263795.1_ARS-UCD1.2) were used in the present study. 

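Groups were compared here with edgeR's quasi-likelihood F-test on the raw counts after TMM scaling. Genes were kept with filterByExpr at a minimum count of 10, and genes with a Benjamini-Hochberg FDR of at most 0.05 were called. The authors used likelihood ratio tests in edgeR and in DESeq2 and overlapped the genes called by both. On simulated counts with 200 genes changed by a log2 fold change of 1 or 2, the test used here recovered 60.5% of them with 3 false calls when 2 heifers were compared with 21. It recovered 81% of the changes of 2 and 40% of those of 1. For 9 heifers against 14 it recovered 82.5% with 6 false calls. The genes were simulated independently, without variation that many genes of a heifer share, so these false calls give no error rate for the real libraries. There, pairs of heifers other than 604 and 664 gave up to 143 called genes on D55 and 876 on D105. Expression values of single genes are given as TMM-scaled CPM, that is, counts scaled to the library size.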

The results of all transcriptome analyses generated in this study may be found in Supplementary Table 1.

Unsupervised hierarchical clustering of the normalized read counts showed 18 of 46 samples (ie. D55 and D105 WBC transcriptomes of the same 23 females) clustered by animal (Supplementary Fig. 3). 

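The 46 libraries were clustered by average linkage on Euclidean distances between log2 CPM values (pseudocount 1) of the 25404 genes with a read. In this tree the 2 libraries of 7 heifers were each other's closest branch, namely those of heifers 512, 519, 602, 616, 647, 663 and 669. They comprised 1 AI, 2 IVP-Normal and 4 IVP-LOS heifers. Without the log transformation this number fell to 4 heifers. With z-scored genes it rose to 10, and with a pseudocount of 0.1 to 9. The mean distance between the D55 and D105 libraries of the same heifer was 58.05 ± 13.4 (SD, n = 23). Between D55 and D105 libraries of different heifers it was 75.3 ± 12.8. The difference was -17.3 (permutation of the heifer labels, p = 1e-05, the smallest p that 100000 permutations give). For 11 of the 23 heifers, the D105 library closest to the D55 library was the heifer's own.

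**Figure D1:**
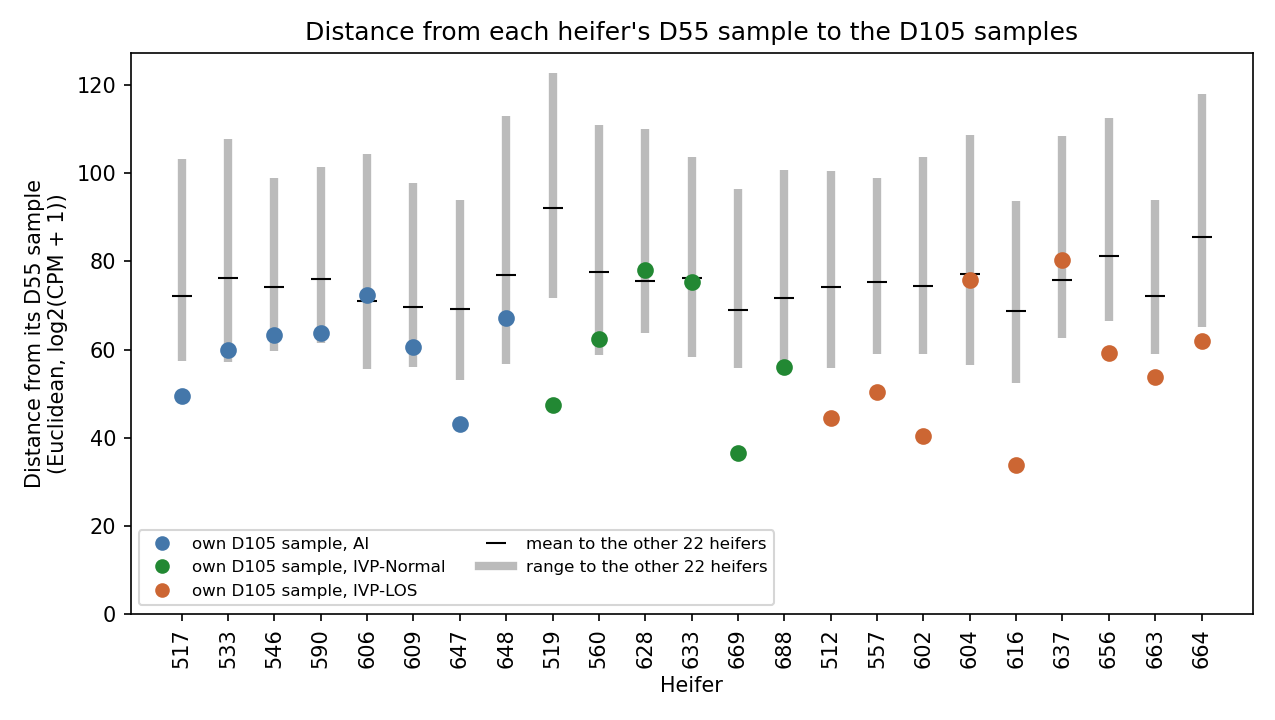
Euclidean distance from each heifer's D55 library to D105 libraries, in log2 CPM units, by treatment group. Points are the distance to the heifer's own D105 library, grey bars the range and black ticks the mean of the distances to the other 22 heifers, and the own distance lies under that mean for 20 of 23 heifers.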

In other words, the D55 and D105 samples from 9 of the heifers grouped together by individual and this was irrespective of treatment group (AI, IVP-Normal or IVP-LOS). In addition, the analysis separated the females carrying the two largest D105 IVP-LOS fetuses (dam #604 and #664) from the rest of the animals (Supplementary Fig. 3). 

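The first branching of the 46-library tree set apart the D105 library of heifer 637 alone. The D105 libraries of heifers 604 and 664 were not each other's closest branch in it. When the genes were z-scored, or when the Ensembl gene counts were used, the first branching held the D105 libraries of 604 and 664 and no other library.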

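Clustered separately by day, the first branching on D105 held heifers 604 and 664 together with heifers 519 and 557. The mean D105 distance to the other 21 heifers was 94.2 for 604 and 96.3 for 664. The distances between single pairs of these 21 heifers had a mean of 66.5 ± 11.6 (SD over pairs), and the largest was 111.9. For each pair of heifers, the distance between the 2 was subtracted from their mean distance to the other 21. By this measure 604 and 664 ranked first among all possible pairs on D105 (exact p = 0.00395). Without the log transformation the pair ranked 54 (exact p = 0.213), and with z-scored genes it ranked 27 (exact p = 0.107). On D55 it ranked 193 (exact p = 0.763), where the first branching held heifers 519, 656 and 664.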

The day-specific unsupervised hierarchical clustering analyses may be found in Supplementary Fig. 4. 

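Comparing AI with IVP-Normal heifers, 0 of 15350 genes tested on D55 and 0 of 15437 on D105 were called. At an unadjusted p under 0.05 the counts were 1522 on D55 and 1477 on D105. The comparison of AI with IVP-LOS heifers also gave 0 genes on both days (1179 and 880 genes at the unadjusted threshold). AI and IVP-Normal heifers together against IVP-LOS gave 0 genes on D55 and on D105 as well (670 and 815). With DESeq2's likelihood ratio test AI and IVP-Normal against IVP-LOS gave 50 genes on D105, of which 44 were lower in IVP-LOS. The gene closest to the threshold was *LOC100849069* on D55, at 1.68 ± 1.21 CPM (SD, n = 8) in AI and 0.0982 ± 0.117 CPM (n = 9) in IVP-LOS. This gave a log2 fold change of -4.05 (standard error 0.62) and an FDR of 0.0541 from edgeR's quasi-likelihood test, which did not call it. Both edgeR's likelihood ratio test (FDR = 2.51e-06) and DESeq2 (adjusted p = 4.95e-06) called it.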

Figure 7 shows the results for differentially expressed genes identified during the pairwise comparisons between each treatment group at each time point (D55 and D105). In addition, a pairwise comparison of WBC transcriptomes of females carrying two fetuses vs one was done to account for differential expression due to multiple fetuses (i.e. increased fetal mass). Furthermore, we compared the transcriptome of the dams carrying the two largest IVP-LOS individuals (#604 and #664) against all other animals for D55 and D105. 

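Comparing all 19 heifers with 1 fetus to the 4 with 2, 0 of 16223 genes were called on D55 and 472 had an unadjusted p under 0.05. On D105, 12 of 16270 genes were called, all higher with 2 fetuses. The 3 genes with the smallest edgeR FDR were *GABARAPL2* (log2 fold change 0.52, standard error 0.08, FDR = 0.00989), *NRIP3* (2.65, standard error 0.41, FDR = 0.00989) and *IL4I1* (1.34, standard error 0.22, FDR = 0.0212). Heifer 604 is 1 of these 4 heifers, and without it 0 genes were called on D105 (733 at an unadjusted p under 0.05). Without heifer 688 the called genes rose to 86 higher and 38 lower with 2 fetuses. Among the 6 IVP-Normal heifers, 1 gene was called on each day, *CACNA1B*. On D55 it was at 2.12 ± 0.577 CPM (SD, n = 4) with 1 fetus and 71.9 ± 23.7 CPM (n = 2) with 2, a log2 fold change of 5.08 (standard error 0.29, edgeR FDR = 0.00185). On D105 its log2 fold change was 5.47 (standard error 0.32, edgeR FDR = 0.00275).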

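Between heifers 604 and 664 and the other 21 heifers, 3 of 16733 genes were called on D55, all higher in the pair. On D105, 3550 of 16841 genes were called, 1954 higher and 1596 lower. The D55 count ranged up to 10 under DESeq2's likelihood ratio test, and the D105 count fell to 2906 without the expression filter and rose to 4424 under DESeq2 and to 4976 in the libraries named BACKUP alone. Factors of unwanted variation, a step chosen after the data were seen and run in 8 forms, gave between 47 and 1104 genes on D105. Of the 3550 genes, 1997 (56.2%) had both heifers outside the range of the other 21 on the same side. This share is raised by the selection of these genes for a difference in the pair. Of all tested genes it was 13.6%, against 0.791% expected by chance. Of the 3550 genes, only heifer 604 lay outside the range of the other 21 for 652 and only heifer 664 for 726. For all 3 genes called on D55, only heifer 664 lay outside the range. The share of reads on no NCBI gene on D105 was 38.0% in 604 and 36.1% in 664, and 23.9% to 30.5% in the other 21. Of the D105 genes, 3505 were also tested on D55, where 59.9% changed in the same direction with a median absolute log2 fold change of 0.14, against 0.86 on D105. Against the other 13 IVP heifers, 2 genes were called on D55 and 1066 on D105.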

Overall, for the D55 comparison, there were 13 differentially expressed genes identified by EdgeR and 8 identified by DESeq2 and for D105 there were 31 differentially expressed genes identified by EdgeR and 4451 by DESeq2. Data show that a large number of genes identified as differentially expressed are uncharacterized transcripts (“LOC”). 

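Gene symbols beginning with LOC made up 587 of the 3550 genes called on D105 between 604 and 664 and the other heifers, which is 16.5%. Of the tested genes that were not called, 21.5% had such a symbol (Fisher's exact test, p = 3.78e-11, with genes counted as if independent). Under DESeq2 the shares were 18.2% and 31.5%. Among the 50 genes called by DESeq2 on D105 between AI and IVP-Normal heifers together and IVP-LOS heifers, LOC symbols were more frequent (26 genes, 52%) than among the other genes (29.1%, Fisher's exact test, p = 0.000831). On D55, 1 of the 3 called genes was a LOC gene. In the paper's own list in Fig. 7, 41 of 91 entries (45.1%) are LOC symbols.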

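*LOC783838* is annotated as a transcribed pseudogene in the RefSeq gene table of assembly ARS-UCD2.0. On D55 it was at 72.6 CPM in heifer 664, 0.716 CPM in heifer 604 and 0.799 ± 0.216 CPM (SD, n = 21) in the other heifers. Both heifers together gave a log2 fold change of 5.51 (standard error 0.42, edgeR FDR = 3.1e-08), which was -0.15 without 664. On D105 it was at 89.5 CPM in 664, 1.40 CPM in 604 and 0.774 ± 0.242 CPM in the others. The log2 fold change there was 5.87 (standard error 0.41, edgeR FDR = 4.87e-09), and 0.85 without 664. *PCDH1* was at 44.2 CPM in 664 on D55, against 0.253 CPM in 604 and 0.276 ± 0.139 CPM (SD, n = 21) in the others. This gave a log2 fold change of 6.30 (standard error 0.50, edgeR FDR = 3.4e-08), or -0.12 without 664. On D105 *PCDH1* was at 32.8 CPM in 664, 0.168 CPM in 604 (3 reads) and 0.238 ± 0.117 CPM in the others. The D105 log2 fold change was 6.08 (standard error 0.49, edgeR FDR = 4.64e-08). Without 664 the pair is reduced to these 3 reads, too few for a fold change. The paper concludes that both genes are differentially expressed in the extreme cases of LOS on both days.

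**Figure D2:**
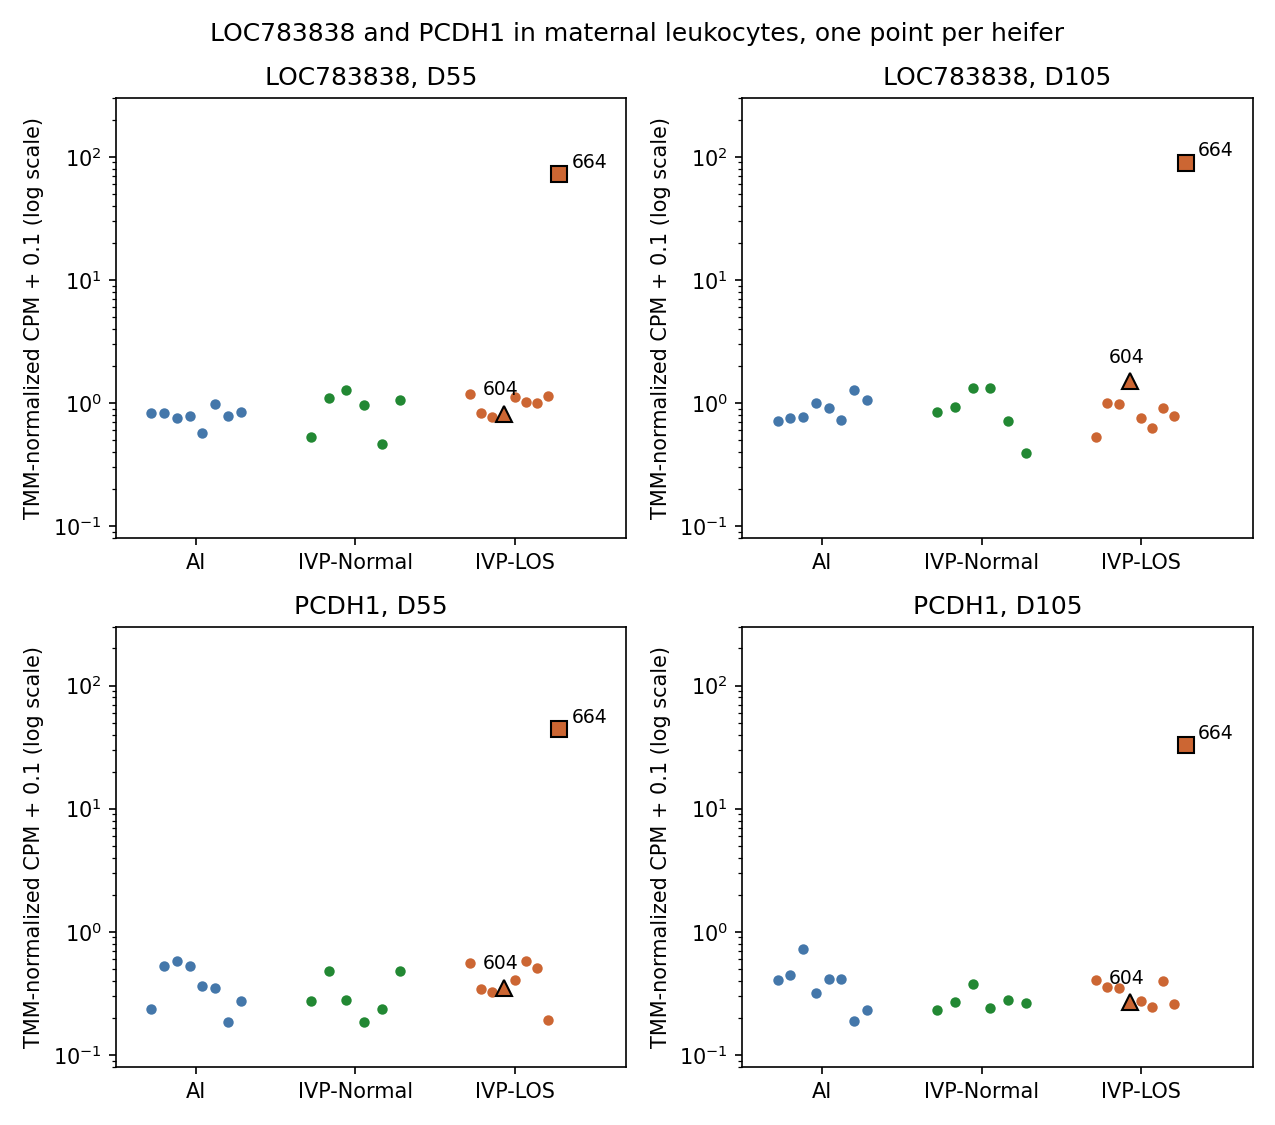
TMM-scaled CPM plus 0.1 (log axis) of *LOC783838* and *PCDH1* in each of the 23 heifers on D55 and D105, by treatment group. Heifer 664 lies apart at 72.6 and 89.5 CPM for *LOC783838*, and heifer 604 at 0.716 and 1.40 CPM.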

Maternal WBC transcriptome analyses found that *LOC783838* and *PCDH1* were identified as differentially expressed in the extreme cases of LOS on gestation D55 and D105 by both EdgeR and DESeq2 statistical packages (Fig. 7). In addition, transcript levels of *ACTA2*, *KDM5A*, *MAN1A2*, *MIR2376*, *PRRC2C*, *RSBN1*, *S100A14*, *SRPK2*, and *TTF1* were identified as differentially expressed in the females carrying the two largest fetuses on D105. 

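All 9 genes were called here on D105, each higher in heifers 604 and 664 than in the other 21. *ACTA2* was at 31.2 CPM in 604, 2.48 CPM in 664 and 2.46 ± 0.543 CPM (SD, n = 21) in the others, so that its log2 fold change of 2.77 (standard error 0.33, edgeR FDR = 1.03e-05) came to 0.01 without 604. *KDM5A* was at 151 and 180 CPM in 604 and 664 and at 89.1 ± 8.62 CPM in the others, with a log2 fold change of 0.89 (standard error 0.10, edgeR FDR = 4.19e-06). *PRRC2C* was at 781 and 935 CPM, against 527 ± 45.4 CPM, with a log2 fold change of 0.70 (standard error 0.10, edgeR FDR = 5.47e-05). *RSBN1* was at 43.6 and 48.6 CPM, against 19.4 ± 2.00 CPM, with a log2 fold change of 1.25 (standard error 0.10, edgeR FDR = 6.06e-08). *SRPK2* was at 213 and 234 CPM, against 123 ± 23.3 CPM, with a log2 fold change of 0.86 (standard error 0.17, edgeR FDR = 0.00262).

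For *MIR2376*, a 68-nucleotide gene inside *TAPBP* in assembly ARS-UCD2.0, 40 and 59 reads were counted in 604 and 664. The log2 fold change was 1.55 (standard error 0.23, edgeR FDR = 0.000162), and that of *TAPBP* was -0.02 (standard error 0.10, edgeR FDR = 0.881). Because the 2 genes overlap, the assignment of these reads is uncertain. *MAN1A2* was at 29.1 CPM in 604 and 24.5 CPM in 664, where 1 of the other heifers exceeded 664, and at 17.4 ± 3.61 CPM in the others. Its log2 fold change was 0.63 (standard error 0.19, edgeR FDR = 0.0264). *S100A14* was at 2.85 CPM in 604, 1.42 CPM in 664, which 2 of the other heifers exceeded, and 0.956 ± 0.368 CPM in the others. Its log2 fold change of 1.16 (standard error 0.37, edgeR FDR = 0.0317) came to 0.57 without 604. Of the other called genes, *ARHGEF17*, *LOC112446774*, *LOC100852257* and *LOC112441574* had 0 reads in both heifers and at most 25 reads in any other.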

For qRT-PCR corroborations, we focused on two genes upregulated in the two largest LOS fetuses when compared to all other fetuses, and whose intron-spanning TaqMan probes were readily available, namely *TTF1* and *RSRC1*. *TTF1* was identified as differentially expressed by both EdgeR and DESeq2 statistical packages and *RSRC1* was identified as differentially expressed only by DESeq2. 

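On D105 *TTF1* was at 176 CPM in heifer 604, 211 CPM in heifer 664 and 70.1 ± 10.2 CPM (SD, n = 21) in the other heifers. The log2 fold change was 1.47 (standard error 0.13), with an FDR of 1.38e-07 from edgeR's quasi-likelihood test and an adjusted p of 5.54e-23 from DESeq2. *RSRC1* was at 36.6 CPM in 604, 45.7 CPM in 664 and 14.9 ± 2.82 CPM in the others. Its log2 fold change was 1.46 (standard error 0.17), with an edgeR FDR of 4.94e-06 and a DESeq2 adjusted p of 3.77e-15. In 4 of the 8 forms with factors of unwanted variation, chosen after the data were seen, *RSRC1* was not called by edgeR's likelihood ratio test (FDR 0.0621 to 0.199). *TTF1* was called in all 8. In the other 21 heifers the level of *TTF1* rose with the share of reads on no NCBI gene (r = 0.755, permutation p = 6e-05, and rho = 0.731, permutation p = 0.00032). This r was 0.653 without the 2 heifers farthest on that share, 0.783 in the 15 libraries named BACKUP and 0.703 in the 6 named New, with a Benjamini-Hochberg value of 0.00016 over the 8 relations computed. For *RSRC1* such a relation was not detected (r = 0.384, permutation p = 0.0867, Benjamini-Hochberg 0.116).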

*RSRC1* was used for corroborations even though it was only identified by one package due to the limitation of available Taqman probes of other genes in Fig. 7. 

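The CPM of *TTF1* divided by the mean CPM of *ECD*, *NFKBIB* and *VPS35L* was 4.73 in heifer 604, 5.68 in heifer 664 and 1.89 ± 0.300 (SD, n = 21) in the other heifers on D105. Both heifers lay above the largest value of the others, 2.43 (exact permutation test over all pairs of heifers, p = 0.00395, the smallest p that this test can give). The authors chose both test genes for their upregulation in these 2 heifers and the normalizers for their constancy in the same libraries, so the high rank of the pair follows from that choice and the p is no independent test. For *RSRC1* the ratio was 0.984 in 604, 1.23 in 664 and 0.402 ± 0.0745 in the others, with the same exact p. Relative to the mean of the other 21, *TTF1* was 2.50-fold in 604 and 3.00-fold in 664, and *RSRC1* was 2.44-fold and 3.06-fold. In the other 21 heifers these folds ran from 0.772 to 1.28 for *TTF1* and from 0.697 to 1.40 for *RSRC1*. Among the D105 libraries named BACKUP alone, the exact p for both genes was 0.00735 over 136 pairs. The qRT-PCR measurements were not analysed here. The paper concludes from both assays that the pattern of expression was similar.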

Data show that the pattern of expression for these genes is similar between RNAseq and qRT-PCR results (Fig. 8).

**Figure 7:**
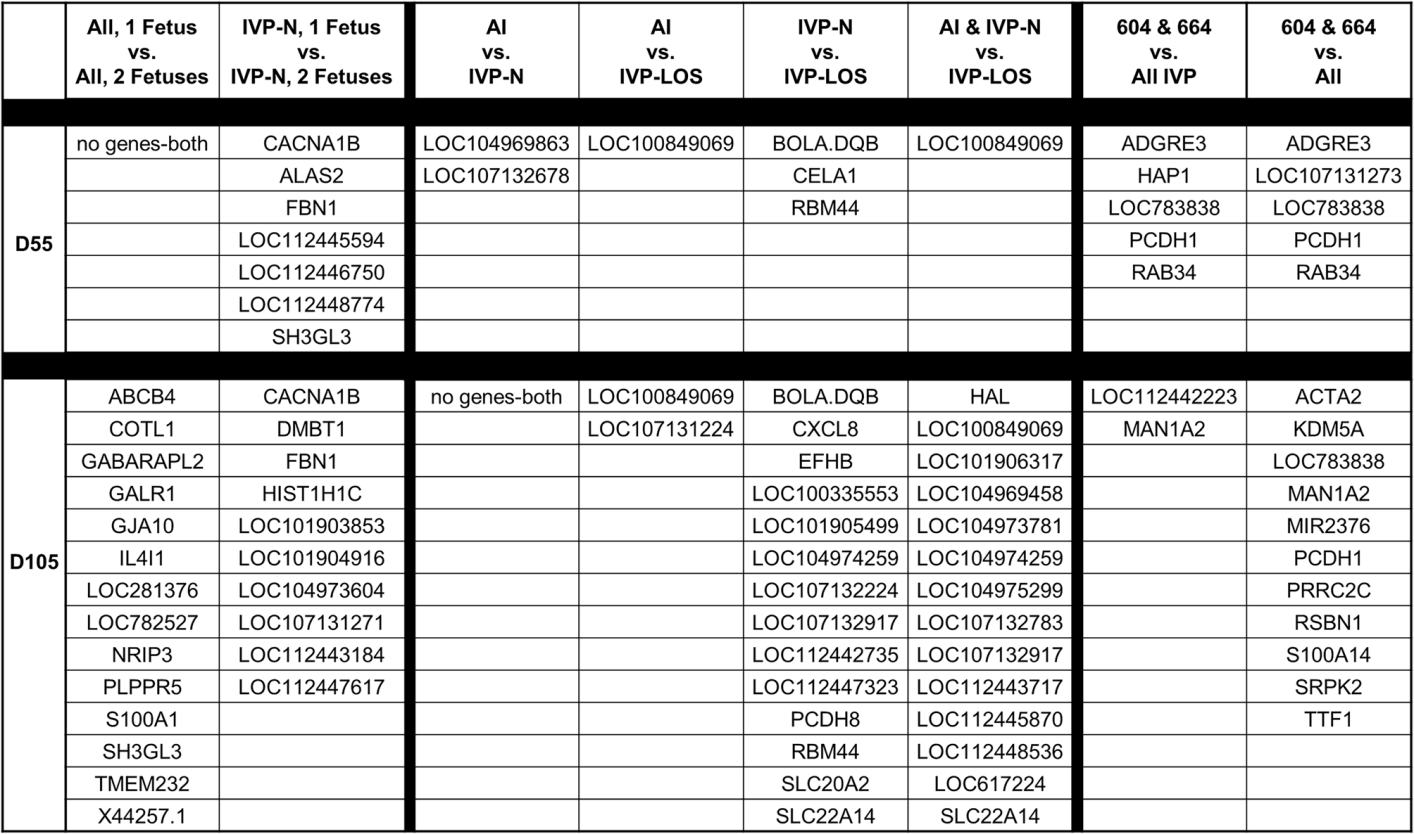
Differentially expressed genes in D55 and D105 maternal blood leukocyte transcriptomes. Blood was collected from the same females on D55 and D105 of gestation. The selection of the dams for this study was based on the group, weight, sex, and number of fetuses at D105 collection. Shown are the genes identified by both EdgeR and DESeq2 as statistically different (p < 0.05) in the named comparisons. *AI* artificial insemination (i.e., control), *IVP-N* embryos were produced by in vitro procedures that were < 97% of the control’s weight at D105. *IVP-LOS* embryos were produced by in vitro procedures and were ≥ 97% of the control’s weight at D105. “604 & 664” are the numbers of the heifers carrying the two largest LOS fetuses. Gene names starting with “LOC” are uncharacterized transcripts. The “No gene-both” designation notes that genes were identified as differentially expressed by either EdgeR or DESeq2 but not both.

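The genes listed in Fig. 7 were looked up in the comparisons made here. For heifers 604 and 664 against all others on D105, 11 of the 11 listed genes were called, and on D55 it was 3 of 5. Against the other IVP heifers, 2 of 5 listed genes were called on D55 and 0 of 2 on D105, where the FDR was 0.0664 for *LOC112442223* and 0.0712 for *MAN1A2* (edgeR's quasi-likelihood test). Both of these had an unadjusted p under 0.05 and both were called by DESeq2. The comparisons of treatments and of fetus numbers have 68 entries, in which some genes are listed more than once. Of these entries, 56 were tested, 8 were called and 56 had an unadjusted p under 0.05. Their smallest FDR values were those of *CACNA1B*, 0.00185 on D55 and 0.00275 on D105, and the largest were those of *LOC112445594* (1 on D55) and *LOC104974259* (0.999 on D105). With edgeR's likelihood ratio test 40 of the 68 entries were called, and with DESeq2 62. The paper listed its entries for significance in these same libraries, so the overlaps and the 56 entries at the unadjusted threshold are no independent test. All 8 entries called by the quasi-likelihood test were in comparisons of fetus number. Of these, 6 were in the comparison of all heifers on D105, which gave 0 genes without heifer 604.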

**Figure 8:**
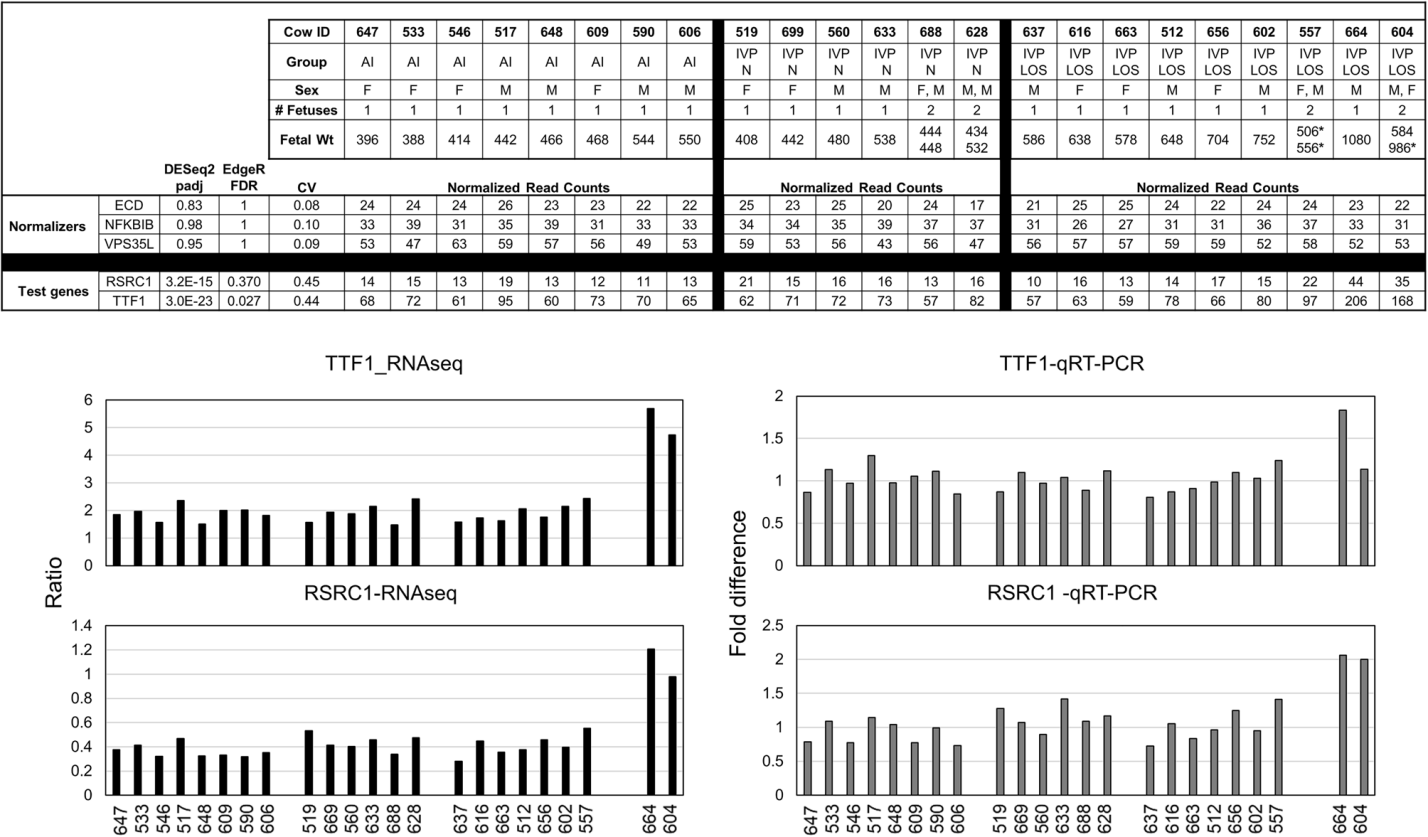
qRT-PCR corroborations of genes identified as differentially expressed in dams carrying the two largest LOS fetuses on D105 gestation. *Top* Table showing all information pertaining the samples for the genes chosen from the transcriptome for qRT-PCR corroborations. Three transcripts, namely *ECD*, *NFKBIB* and *VPS35L* were chosen as normalizers as their coefficient of variation (CV) across all 23 samples was ≤ .10. Test genes chosen were *TTF1* (identified as differentially expressed by DESeq2 statistical software) and *RSRC1* (identified as differentially expressed by DESeq2 and EdgeR statistical software packages). The table is organized by total fetal mass in increasing order. # of fetuses indicates how many fetuses the dam was carrying at the time of collection. *F* female fetus, *M* male fetus, *AI* artificial insemination (i.e. control). *IVP-N* embryos were produced by in vitro procedures that were < 97% of the control’s weight at D105. Asterisk—denotes the LOS of the pair. *Bottom* Bar graphs showing RNAseq results represented as sample ratio of the named gene from the mean of the three normalizers and qRT-PCR results represented as fold difference. For qRT-PCR, the geometric mean of three endogenous transcripts, namely *ECD*, *NFKBIB* and *VPS35L* were used to normalize the levels of *TTF1* and *RSRC1*. Data are represented as fold difference from the average of 21 samples (average fold difference = 1; not including 604 and 664). Transcripts of *TTF1* and RSRC1 for 604 and 664 were compared to the normalized average of 21 samples for each test gene (ΔΔC_T_).

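Across the 23 D105 libraries, the coefficient of variation of CPM was 0.068 for *ECD*, 0.111 for *NFKBIB* and 0.086 for *VPS35L*. It was 0.461 for *TTF1* and 0.473 for *RSRC1*, and 0.146 and 0.189 when 604 and 664 were left out. Between 604 and 664 and the other 21 heifers, the log2 fold change was 0.02 for *ECD* (standard error 0.09, edgeR FDR = 0.911), -0.010 for *NFKBIB* (standard error 0.13, edgeR FDR = 0.959) and 0.0026 for *VPS35L* (standard error 0.10, edgeR FDR = 0.987). With upper-quartile normalization the change of *NFKBIB* was 0.014.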

## Discussion

The goal of the present study was to determine the usefulness of D55 of gestation fetal morphometry and D55 and D105 maternal leukocyte transcriptome for the identification of congenital fetal overgrowth in cattle. In total, 20.9% (9/43) of the D56 and 36.9% (17/46) of the D105 collected IVP fetuses were considered LOS (≥ 97 percentile of the sex-specific weight of controls). The study revealed that the product of the D55 ultrasonographic measurements for abdominal diameter, abdominal height, crown-rump length, head length, thoracic height, and thoracic diameter may be used as an indicator of extreme cases of LOS. In addition, we identified that LOS fetuses had a different growth pattern from AI and IVP-Normal fetuses after D55 of gestation and that LOS fetuses had several developmental abnormalities such as hemihyperplasia (asymmetric growth), enlarged tongue, brain hemorrhage, enlarged umbilical cord, abdominal ascites, and abdominal wall defect. Maternal leukocyte transcriptome analyses identified that *ADGRE3*, *LOC107131273*, *LOC783838*, *PCDH1*, and *RAB34*, were differentially expressed on D55 in the females carrying the two largest LOS fetuses. On D105 of pregnancy, the leukocyte transcriptomes of the same females had differential expression of *ACTA2*, *KDM5A*, *LOC783838*, *MAN1A2*, *MIR2376*, *PCDH1*, *PRRC2C*, *RSBN1*, *S100A14*, *SRPK2*, and *TTF1* when compared to all other animals.

Collection of fetuses was done on D56 of gestation since organogenesis has been shown to be completed before this day in cattle^54^. The reason behind this decision was to answer other aspects of the project, which are beyond the scope of the current study, such as questions regarding the epigenetic mechanisms associated with abnormal organ formation in LOS; information that will be used to identify etiologies of fetal overgrowth syndrome in cattle and human (i.e. BWS). Furthermore, fetuses were also collected on D105 as we have previously shown that fetal overgrowth is evident at this stage of gestation^2^. In humans, 97 percentile criteria is used to describe macrosomia in newborn babies^53^. Since macrosomia is the main characteristic of LOS and one characteristic that can result in dystocia, we used this weight to ascribe LOS in the present study, similar to what we have done previously.

A greater than two-times increase in fetal weight was observed in two of the D105 IVP-LOS fetuses in the current study, an observation also reported by others^4^, suggesting that if those fetuses were allowed to go to term, dystocia would be probable and assisted delivery or caesarean section would be required. Dystocia as a result of LOS can lead to neonatal death^4^ and/or death of cows^22^. Further, dystocia associated with stillbirth^55^, is a major contributor to perinatal mortality in cattle^56^, and has also been shown to increase the chances of metritis^57^, and lameness^28^. Furthermore, dystocia can have an adverse impact on milk production^58^ and increase the calving to conception interval in dairy cows^59^. Thus, overgrown fetuses can have negative economic consequences to cattle producers^22^ and identification of those large calves during early pregnancy would help overcome these problems.

In the current study, we performed fetal ultrasonographic measurements at D55 for fetuses that were collected on D56 or D105 of gestation. Based on our findings, it is evident that the ≥ 97 percentile AI weight criteria used to assign a fetus as being LOS while useful at D105, it is not appropriate at gestation D56. From the findings of the correlation analysis between fetal weight and the product of six ultrasound measurements, we hypothesize that fetuses are lost after this day of pregnancy and/or will have subsequent disproportionate growth. This is in accordance to previous work which showed that smaller in vitro or cloned fetuses in the first trimester resulted in heavier fetuses at term^7,60^. Further, Bertolini and coinvestigators also suggested that in vitro produced fetuses show early growth retardation and then follow acceleration in fetal growth at later stages of gestation, showing biphasic growth pattern^7^.

Previous research reported that larger biparietal diameter might be a useful measurement to identify LOS at D63 of gestation in cloned LOS fetuses^61^ and that a smaller crown rump length might be a useful measurement to identify LOS at D58 of pregnancy in in vitro produced LOS fetuses^7^. However, those measurements were not found to be indicators for LOS in our current study. Possibilities for the discrepancies in our findings, are; (1) different definition of LOS (we used ≥ 97% weight of the control fetuses while Bertolini used fetuses that were 33% heavier than controls for comparisons^7^, (2) improvement in ultrasonography technology allowing for more accurate measurements, and (3) number of observations (113 fetuses in our study vs. 34 fetuses in Ref.^60^).

When we tried to do fetometry at D77 of gestation, we were only able to measure head length with some accuracy. All other measurements were not reliable, indicating that D77 ultrasonography might be too late to try to accurately identify LOS. Given the allometric growth that occurs after D56 and the fact that D77 is too late to predict LOS by ultrasonography, and that fetal sex is most accurately predicted between D60–80^34^, we suggest that future studies focus on ~ D65 as a target day to identify LOS in a sex-specific manner.

Larger than normal umbilicus and presence of large amounts of fluid-gelatinous material in the abdominal cavity were observed in largest/heaviest D105 IVP-LOS fetuses. This is similar to what Constant et al.^60^ reported in D220 fetuses produced by somatic cell nuclear transfer. In that study, the authors suggested that a large umbilical cord and abdominal ascites were not the result of fetal overgrowth per se, but rather a consequence of placental dysfunction, which in turn led to placental overgrowth. Contrary to this, other studies have shown an association of placental defects in cloned fetuses, with their loss during early pregnancy as a result of growth retardation^62,63^. Taken together, these studies suggest that fetuses with severe placental defects may be lost during early pregnancy and if those fetuses with placental defects survive, they could have higher placental and fetal growth at later stages of pregnancy through compensatory mechanisms. In the current study, the conceptuses were surgically removed to allow rapid collection of tissues in order to preserve nucleic acid integrity for other aspects of the project, therefore, even though we collected the placentas, we were not able to make thorough morphological assessments of this tissue. Regardless, no obvious placental abnormalities were evident at collection for IVP conceptuses.

Enlarged tongue was also observed in D105 IVP-LOS which is similar to previous findings in our laboratory^2,64^ and comparable to what has been observed in a similar congenital overgrowth condition in humans, namely Beckwith–Wiedemann Syndrome^65^. Large tongues can lead to difficulty in suckling and increase the chances of prenatal death^26^. In addition, the largest D105 IVP-LOS fetus showed brachycephaly and asymmetrical growth of the cranium, an interesting finding given that one characteristic of BWS is hemihyperplasia^65^. These similarities demonstrates that BWS and LOS are the same syndrome, as previously reported by us^2^, and that they share similar misregulated developmental epi(genetic) mechanisms associated with asymmetrical growth.

In our study, we also had the objective of determining if maternal blood could be used as a biomarker to identify LOS on D55 and/or D105 of pregnancy. For this, we analyzed leukocyte transcriptome of 23 females carrying D105 AI, IVP-Normal and IVP-LOS fetuses. We also analyzed the D55 leukocyte transcriptomes of the same females. Our initial approach was to do an unsupervised hierarchical clustering of de-identified samples to determine if obvious difference existed between the females carrying LOS fetuses when compared to the other two groups. Surprisingly, the transcriptome of 18/46 samples clustered together by animal (i.e., n = 9) regardless of pregnancy stage (i.e., D55 and D105). 

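Gene expression on D105 was compared with that on D55 within each treatment group. In AI heifers 1517 of 15248 genes were called, and 1100 of them were higher on D105. In IVP-Normal heifers 374 genes were called, 346 of them higher. In IVP-LOS heifers 38 genes were called, 30 of them higher. After subtraction of the day and group means, the 2 libraries of the same heifer correlated with a mean r of 0.53, and those of different heifers with a mean r of -0.0234. With heifer as a block in a paired fit, 2603, 838 and 162 genes were called, and with DESeq2's likelihood ratio test 2096, 823 and 422. The 3 genes with the smallest FDR in AI heifers were *C5AR1* (log2 fold change 2.83, standard error 0.22, edgeR FDR = 6.57e-06), *PTAFR* (1.98, standard error 0.18, edgeR FDR = 1.64e-05) and *LOC100139881* (4.39, standard error 0.40, edgeR FDR = 1.64e-05). In IVP-Normal heifers *IFIT2* had a log2 fold change of 2.22 (standard error 0.26, edgeR FDR = 0.00391). In IVP-LOS heifers *LOC100139881* had a log2 fold change of 4.75 (standard error 0.61, edgeR FDR = 0.00239). Day and library set coincide in the AI and IVP-LOS groups, and every IVP-Normal library belongs to the set New.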

Another interesting point is that the experiment was done over three seasons (Autumn, Spring and Summer) with a range in temperature of − 22 °C to 33 °C, and this was not detected in the transcriptome given the clustering by individual. Further, given the design of the study, in which we transferred two embryos per recipient heifer, some pregnancies in the D55 and D105 IVP groups had two fetuses, however, the unsupervised hierarchical clustering did not cluster animals by number of fetuses. 

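On D105 the mean distance among the 4 heifers with 2 fetuses was 83.7, and their mean distance to heifers with 1 fetus was 76.4. The D55 distances were 57.6 and 59.0. Among the closest pairs in the tree of each day, 0 of 8 on D55 and 1 of 8 on D105 joined 2 heifers that both carried 2 fetuses.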

The unsupervised hierarchical clustering, did however, cluster the D105 transcriptomes of the females carrying the two largest LOS from all other females.

For the maternal leukocyte transcriptome analysis, we focused on the two females that carried the largest LOS fetuses as those were the ones that separated by hierarchical clustering and the ones that would most likely cause a difficult birth. 

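*ADGRE3* was at 3.58 CPM in heifer 604 and 1.54 CPM in heifer 664 on D55, and at 24.6 ± 10.3 CPM (SD, n = 21) in the other heifers, whose lowest value was 3.22 CPM. Its log2 fold change was -3.26 (standard error 0.70, FDR = 0.342 in edgeR's quasi-likelihood test). The edgeR likelihood ratio test gave an FDR of 0.00797 and DESeq2 an adjusted p of 0.00545. *LOC107131273* had 16 reads in 664, 1 read in 604 and 0 to 4 reads in each of the others, so that it was not kept by the expression filter (DESeq2 adjusted p = 0.953). *RAB34* was at 4.99 CPM in 664, 0.463 CPM in 604 and 0.362 ± 0.140 CPM in the others. Its log2 fold change was 2.89 (standard error 0.41, edgeR FDR = 0.00132), and 0.36 without 664.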

Analyses identified *ADGRE3*, *LOC107131273*, *LOC783838*, *PCDH1*, and *RAB34*, as being different on D55 and *ACTA2*, *KDM5A*, *LOC783838*, *MAN1A2*, *MIR2376*, *PCDH1*, *PRRC2C*, *RSBN1*, *S100A14*, *SRPK2*, and *TTF1* on D105 when compared to all other animals. For qRT-PCR corroborations we focused on two transcripts whose TaqMan probes were readily available, namely *TTF1* which was identified as differentially expressed on D105 by EdgeR and DESeq2 statistical packages as well as *RSRC1* which was identified as differentially expressed by DESeq2 only. Analyses show consistency of expression between RNAseq and qRT-PCR results. Other genes will be tested in the future as assays become available.

Our study has several limitations. As it pertains to fetal ultrasonographies, published work shows that fetal growth varies among different breeds^66^ and that size difference can be noticeable as early as 3 months of gestation, therefore it is possible that fetal growth patterns may vary as early as D55 of gestation among different breeds; however, there is lack of published data showing that on D55 of gestation, fetuses from different breeds differ in size. Future research would have to address this question. Here, we also did sex-specific analyses for all our variables, including for ultrasonographic measurements. Since in our experiment, the number of male fetuses was unexpectedly higher in the IVP group at D105, female specific ultrasonographic data analysis may be limiting. Finally, and importantly, it should be noted that during transcriptome analysis, we only used the known (mostly coding) group of bovine transcripts for this study and that the non-coding and novel transcript portion of the transcriptome remains unexplored. 

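The share of reads that fell on no gene of the NCBI RefSeq set had a median of 27.0% over the 46 libraries. On D55 the group medians were 26.6% in AI, 27.1% in IVP-Normal and 25.8% in IVP-LOS heifers, with a range of 23.2% to 30.6%. On D105 they were 27.4%, 27.5% and 28.3%. For the Ensembl gene set the median was 30.2% over the 46 libraries. On D105 heifers 604 and 664 were lowest on that set, with 24.8% and 25.65% of reads on no gene, against 28.3% to 33.1% in the other 21. Only reads on genes entered the tests of expression.

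**Figure D3:**
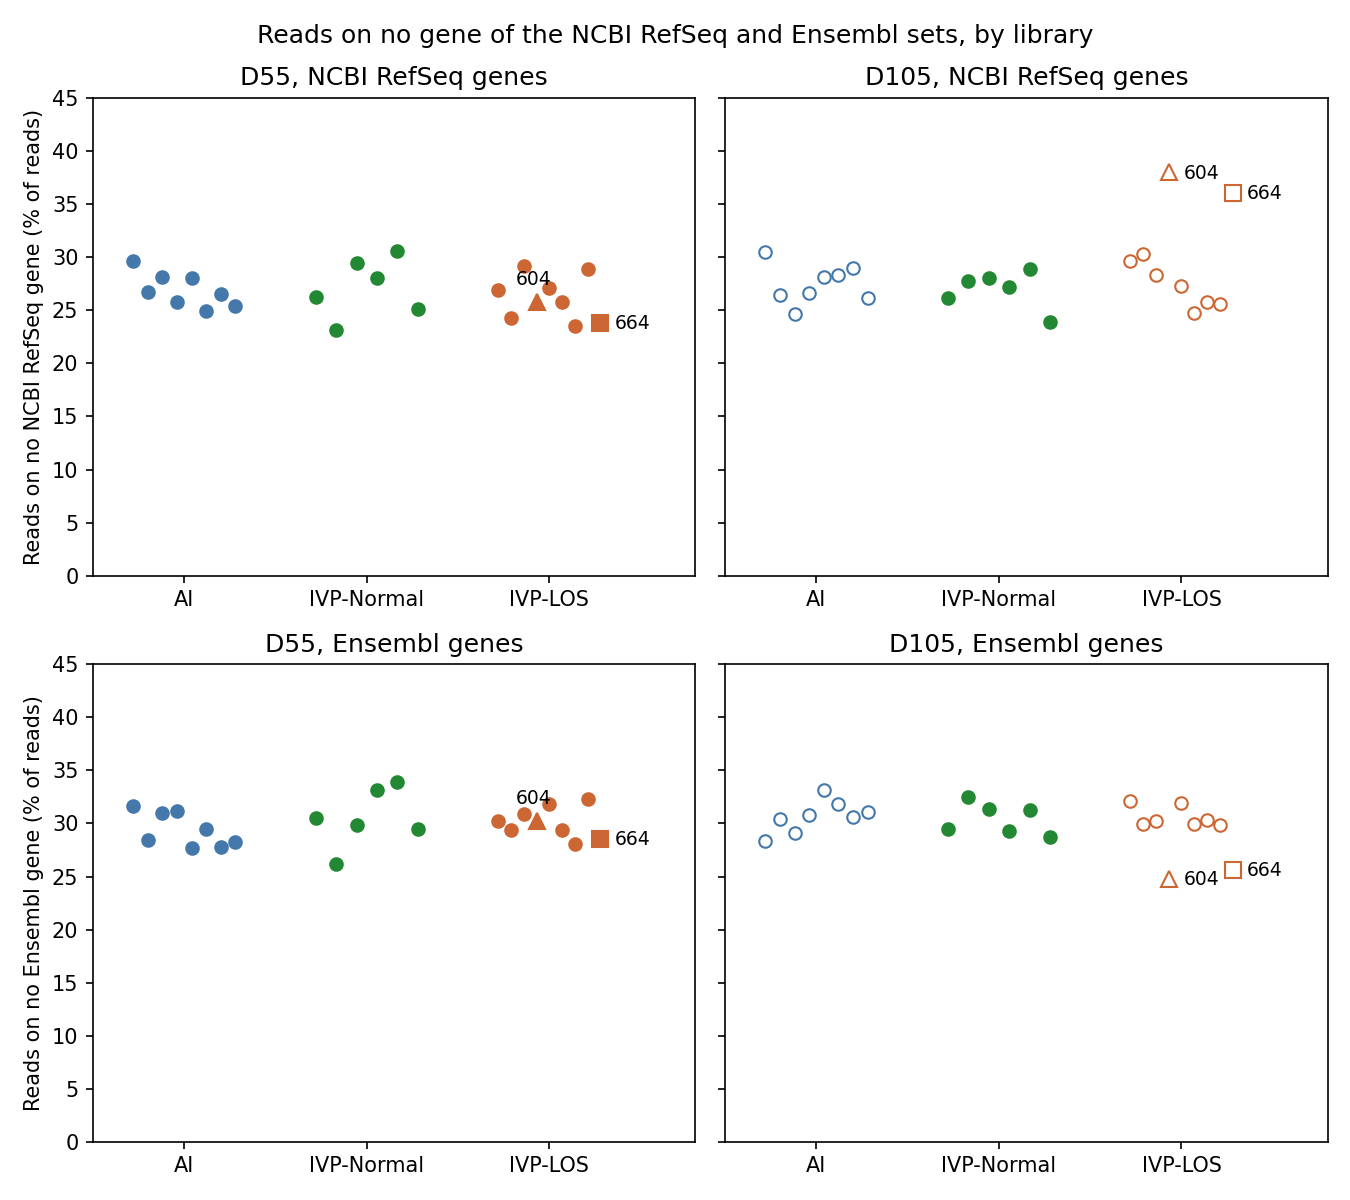
Percent of reads on no NCBI RefSeq gene (top) and on no Ensembl gene (bottom) in each of the 46 libraries, by day and treatment group, with filled points for the library set New and open points for BACKUP. On D105 heifers 604 and 664 lie above the range of the other 21 heifers for NCBI genes and below it for Ensembl genes.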

Future work will focus on these types of transcripts.

In summary, here we document initial efforts to identify LOS during the first trimester of pregnancy in cattle. We found that the product of the D55 ultrasonographic measurements for abdominal diameter, abdominal height, crown-rump length, head length, thoracic height, and thoracic diameter may be useful to identify the largest fetuses, whereas maternal leukocyte transcriptome analyses suggest *LOC783838* and *PCDH1* as potential markers for extreme cases of LOS on gestation D55 and D105. In addition, transcript levels of *ACTA2*, *KDM5A*, *MAN1A2*, *MIR2376*, *PRRC2C*, *RSBN1*, *S100A14*, *SRPK2*, and *TTF1* may also serve as biomarkers on D105 of pregnancy for extreme cases. 

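Between the 9 IVP-LOS and the 6 IVP-Normal heifers, 0 of 15452 genes were called on D55 (802 at an unadjusted p under 0.05) and 0 of 15484 on D105 (501). With DESeq2's likelihood ratio test 4 genes were called on D55 and 15 on D105. The gene with the smallest FDR on both days was *BOLA-DQB*. It was at 298 ± 239 CPM (SD, n = 6) in IVP-Normal and 0.970 ± 1.28 CPM (n = 9) in IVP-LOS heifers on D55, a log2 fold change of -8.23 (standard error 1.23, edgeR FDR = 0.0752). On D105 the values were 223 ± 176 CPM and 0.689 ± 0.919 CPM, a log2 fold change of -8.32 (standard error 1.32, edgeR FDR = 0.174). These FDR values are from edgeR's quasi-likelihood test. The gene was called on both days by edgeR's likelihood ratio test (FDR = 4.63e-06 and 0.000222) and by DESeq2 (adjusted p = 0.000263 and 0.00611). On both days 4 of the 6 IVP-Normal heifers and 0 of the 9 IVP-LOS heifers were above 10 CPM. The paper concludes that several genes were misregulated in all LOS when compared with fetuses of normal weight produced by IVP.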

Further, our analysis identified several genes that were misregulated in all LOS fetuses when compared to fetuses of normal weight produced by IVP. Future work will query the usefulness of these genes to predict milder cases of LOS. Finally, the long-term goal of this research is to identify the best time of pregnancy to capture LOS by ultrasonography and train a model using fetuses that will be allowed to go to term to determine the best maternal blood markers to identify fetal overgrowth in cattle.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The raw FASTQ files are publicly available at Gene Expression Omnibus (GEO accession no. GSE179946).

# Supplementary material for: Identification of large offspring syndrome during pregnancy through ultrasonography and maternal blood transcriptome analyses
**Source:** Sci Rep. 2022 Jun 22;12:10540. doi: 10.1038/s41598-022-14597-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

# Identification of large offspring syndrome during pregnancy through ultrasonography and maternal blood transcriptome analyses

Rocío Melissa Rivera et al., 2022. Scientific Reports

## Supplemental Figures

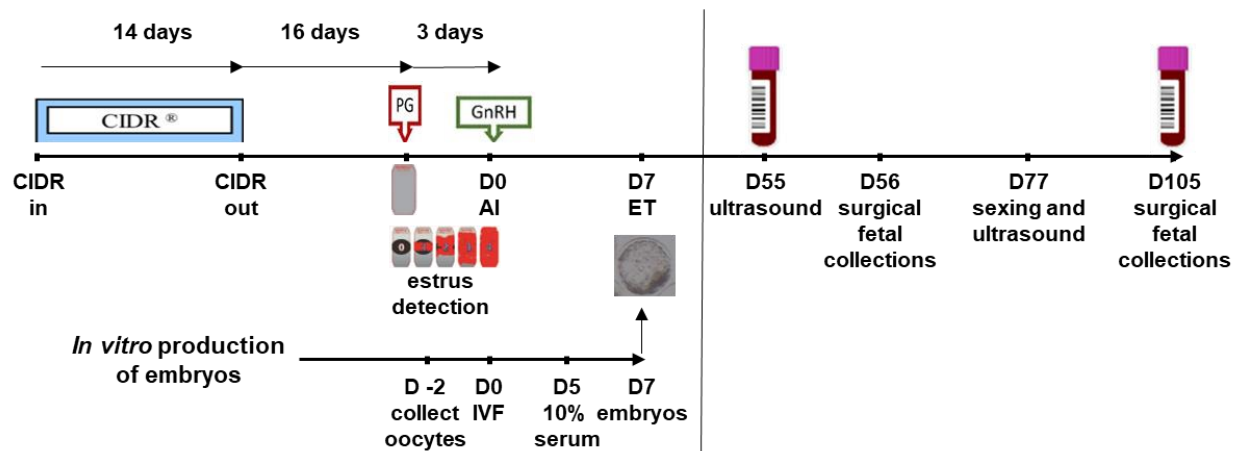

### Supplemental Figure 1. Experimental design. Production of day 56 and day 105 fetuses.

For estrus synchronization, the 14-day CIDR®- PG & TAI protocol was followed. Briefly, CIDRs were placed in the heifers and removed 14 days later. Sixteen days after CIDR removal, 25 milligram of prostaglandin F2 alpha (Lutalyze); Zoetis, NJ) was administered intramuscularly. Concurrent with the administration of prostaglandin F2 alpha, a breeding indicator patch (Estroject, Genex, Shawano, WI) was applied to each animal across the backbone as per the manufacturer's instructions. Estrus was checked three times per day (7:00 h, 12:00 h and 16:00 h/17:00 h) for three consecutive days and only animals with a heat score two and above at the time of artificial insemination (AI; 13:00 h) were selected for AI or embryo transfer (ET). The breeding indicators were scored 0-4, with a score of 0 indicating no patch activation; a score of 1 signifying <25% patch activation; a score of 2 signifying >25 to <50% patch activation; a score of 3 signifying >50 to <75% patch activation; and a score of 4 signifying >75% patch activation. Heifers were randomly assigned to the AI or ET group. Regardless of experimental group, all animals were injected with 100 microgram of gonadotropin releasing hormone (GnRH) intramuscularly (Factrel, Zoetis) at the time of corresponding to the insemination in the AI group. In order to collect the number of fetuses required for the experiment, two sets of estrus synchronizations were performed (in November of 2018 and in February of 2019).

*In vitro* production (IVP) of bovine embryos was done simultaneously with estrus synchronization to ensure AI (control) and IVP embryos were of the same chronological age on day 7 after estrus. Media and procedures were as previously described by us. Briefly, *Bos taurus taurus* (*B. t. taurus*; Angus/Angus-Crossbred) ovaries were obtained at an abattoir and oocytes collected at Oklahoma State University (OSU) in Stillwater Oklahoma. Oocytes were placed in CO<sub>2</sub> equilibrated maturation medium and shipped overnight at 38.5°C to the

University of Missouri (MU) or the University of Florida (UF). In addition, *B. t. taurus* oocytes were also purchased from DeSoto Biosciences (Seymour, TN, USA) and processed at MU. All media for embryo production were prepared at MU by a single technician and shipped overnight to the pertinent location prior to each procedure. Two sources of oocytes and IVP locations were used to ensure sufficient embryos were available for embryo transfer in case of technical or weather-related difficulties. Oocytes were removed from maturation medium after ~21 h of culture and inseminated with semen from one *B. t. indicus* male (Brahman breed [JDH MR MANSO 7 960958 154BR599 11200 EBS/INC CSS 2]). Putative zygotes were stripped of cumulus cells by five minutes vigorous vortexing at approximately 18 h after insemination and cultured in KSOM supplemented with amino acids in a humidified atmosphere containing 5% O<sub>2</sub>, 5% CO<sub>2</sub>, and 90% N<sub>2</sub>. On day five after insemination, the culture medium was supplemented with 10% (v/v) estrus cow serum (collected and prepared in house and previously used in 2) and embryos returned to the incubator. Day 6 embryos produced at UF were shipped overnight at 38.5°C in serum supplemented culture medium to MU. On day seven, blastocyst-stage IVP embryos were selected, washed in BioLife Holding & Transfer Medium (AgTech; Manhattan, KS), and loaded in groups of two into 0.25 cc yellow, direct transfer and irradiated straws (AgTech) and kept in a Styrofoam box until ET. Blastocysts were transferred to synchronized recipient females on day seven after GnRH injection

Maternal blood was collected on D55 and D105 of gestation.

CIDR: controlled internal drug release, an intravaginal progesterone releasing device. PG: prostaglandin. GnRH: gonadotropin releasing hormone. AI: artificial insemination. IVF: *in vitro* fertilization. D0: day of AI or IVF.

## Selection of dams for transcriptome analysis

|            |                    |     |     |     |     |                     |                     |                    |                              |
|------------|--------------------|-----|-----|-----|-----|---------------------|---------------------|--------------------|------------------------------|
| AI         | Fetal Sex          | F   | F   | F   | M   | M                   | F                   | M                  | M                            |
|            | Number of fetuses  | 1   | 1   | 1   | 1   | 1                   | 1                   | 1                  | 1                            |
|            | Weight of fetus/es | 396 | 388 | 414 | 442 | 466                 | 468                 | 544                | 550                          |
| IVP<br>N   | Fetal Sex          | F   | F   | M   | M   | F, M                | M, M                |                    |                              |
|            | Number of fetuses  | 1   | 1   | 1   | 1   | 2                   | 2                   |                    |                              |
|            | Weight of fetus/es | 408 | 442 | 480 | 538 | 444 & 448<br>(F, M) | 434 & 532<br>(M, M) |                    |                              |
| IVP<br>LOS | Fetal Sex          | M   | F   | F   | M   | F                   | M                   | F, M               | M, F                         |
|            | Number of fetuses  | 1   | 1   | 1   | 1   | 1                   | 1                   | 2                  | 2                            |
|            | Weight of fetus/es | 586 | 638 | 578 | 648 | 704                 | 752                 | 506 & 556<br>(F,M) | 1080<br>584 & 986<br>(M & F) |

## Supplemental Figure 2. Information on the dams used for WBC transcriptome analyses.

AI = artificial insemination (i.e. control). IVP-N = embryos were produced by *in vitro* procedures and were <97% of the control's weight at D105. IVP-LOS embryos were produced by in vitro procedures and were ≥97% of the control's weight at D105. F = female. M = male.

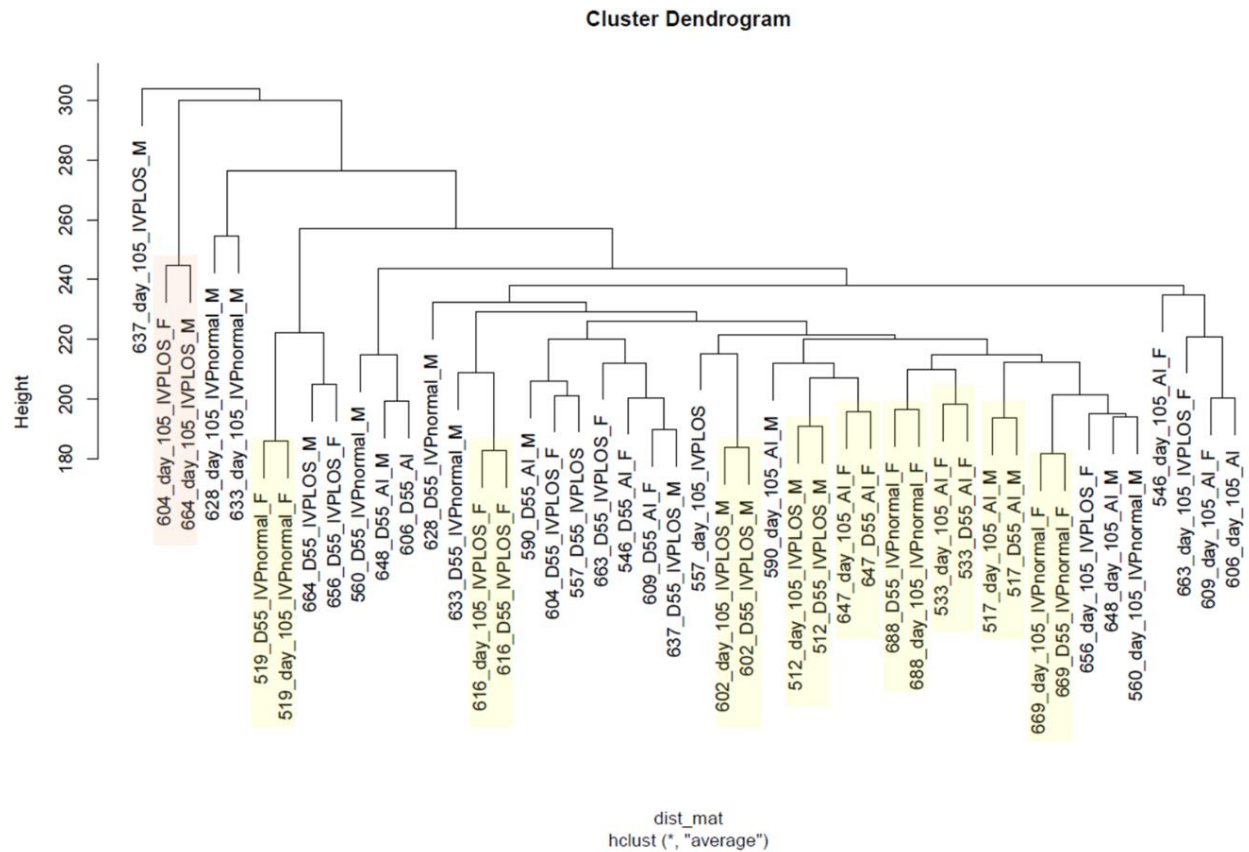

**Supplemental Figure 3. Unsupervised Hierarchical Clustering.** Samples highlighted in orange are the WBC transcriptomes of the females carrying the two largest LOS (604 and 664). Samples highlighted in yellow clustered by female irrespective of the blood having been collected on D55 and D105 of pregnancy and during winter and summer respectively. AI = artificial insemination (i.e. control). IVPnormal = embryos were produced by *in vitro* procedures and were <97% of the control's weight at D105. IVP-LOS embryos were produced by in vitro procedures and were  $\geq 97\%$  of the control's weight at D105. F = female. M = male.

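In this dendrogram each leaf is 1 library, and the height at which 2 branches join is the average distance between their members. Of the 9 heifers that the paper marks as clustering by female, 6 also had their 2 libraries as closest branches in the tree computed here, and 9 of 9 did when the genes were z-scored. With a pseudocount of 0.1 in place of 1 it was 7 of 9.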

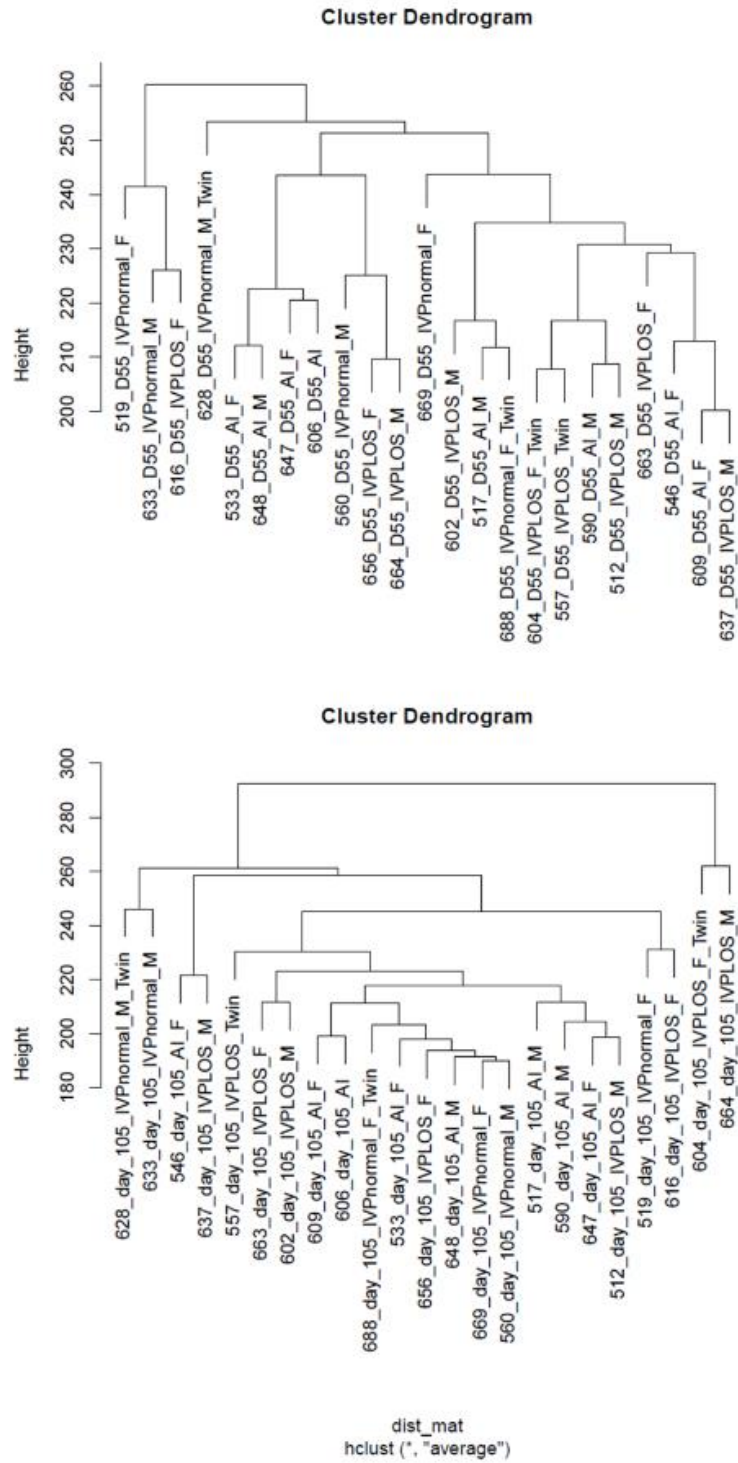

**Supplemental Figure 4. Unsupervised Hierarchical Clustering for D55 and D105 samples.**

Labels as above.

How the deposited data were processed for this re-analysis (not part of the article)

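Circulating leukocytes of 23 pregnant heifers were profiled by RNA sequencing on D55 and D105 of gestation, with 1 library per heifer and day (46 libraries). The heifers were grouped by treatment as in the paper, with 8 AI, 6 IVP-Normal and 9 IVP-LOS, and by the number of fetuses, with 19 carrying 1 fetus and 4 carrying 2. Heifers 604 and 664 carried the 2 largest IVP-LOS fetuses and were compared as a pair.

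The authors trimmed the reads, aligned them with HISAT2 to the bovine genome ARS-UCD1.2, and made the deposited counts with HTSeq-count in union mode. The deposited values are raw read counts per gene, without normalization. There are 2 count tables, 1 on the NCBI RefSeq genes (30675 genes) and 1 on Ensembl genes (27607 genes), and the NCBI table was used unless stated. The summary lines of each table, such as reads on no gene, were left out of the totals and used only for the share of reads on no gene of each set. Ensembl identifiers are not paired with names in the tables, so single genes were not matched between the 2.

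Reads on NCBI genes ranged from 18692653 to 24502012 per library, with a median of 22934799.5. A gene with few reads therefore has a wide counting error, and no fold change is interpreted where every library of a group has 3 reads or fewer. Counting error alone does not cover the variation between heifers, which the tests estimate from the replicates.

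Groups were compared in R 4.3.3 with edgeR 4.0.16. Counts were scaled with TMM, genes were kept with filterByExpr (minimum count 10) using the compared groups, and the quasi-likelihood F-test was applied to each gene. Only the compared groups entered each fit. P-values were adjusted across genes by Benjamini-Hochberg, and genes with an FDR of at most 0.05 were called, the threshold the authors used. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. There were 16 comparisons between heifers, 3 comparisons of D105 with D55 within a treatment group, and 2 tests of whether the change between days differed between groups. The fits were tested on simulated counts with 200 genes changed among 15922, by a log2 fold change of 1 or 2 in either direction. Genes were drawn independently, without variation that many genes of a heifer share. With 2 heifers against 21, the quasi-likelihood test called 60.5% of the changed genes with 3 false calls, and DESeq2 called 65.0% with 22 false calls. With 2 against 4, these numbers were 27.5% with 1 and 59.5% with 65.

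Clustering used Euclidean distances of log2 TMM-scaled CPM with a pseudocount of 1 over every NCBI gene with a read, and average linkage. The distance within heifers was compared with that between heifers by 100000 permutations of the heifer labels, so that the smallest p is 1e-05. The separation of 604 and 664 and the ratios of *TTF1* and *RSRC1* to the mean of *ECD*, *NFKBIB* and *VPS35L* were tested exactly over all pairs of heifers.

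Several alternatives were set before the data were examined. For the test they were edgeR's likelihood ratio test, DESeq2 1.42.0 with its likelihood ratio test, and the genes called by both. For the counts they were upper-quartile normalization, no expression filter, these 2 together with edgeR's likelihood ratio test, and the Ensembl table. The paper's text does not name an expression filter. For the samples they were all 23 heifers in the fit, heifer as a replicate block, the libraries of the set BACKUP alone, and IVP-LOS without 604 and 664. Each heifer of a small group was also left out in turn. For fetus number within IVP-Normal heifers, only heifers with 1 fetus were left out. For the clustering they were other scales, pseudocount 0.1 and complete linkage, and for the ratios the geometric mean of the normalizers. The authors state the use of RUVseq, but the paper's text does not name the number of factors or the control genes. Factors of unwanted variation were therefore computed in 8 forms from edgeR residuals, all of them chosen after the data were seen.

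Genes are named by a rule set before the data were examined. It covers every gene the paper's text names for 604 and 664, the 3 normalizers, the 3 genes with the smallest FDR in a comparison, and the 5 largest changes among called genes with both 604 and 664 outside the range of the other heifers. From Fig. 7, genes of the other comparisons are given as counts with at most 2 names at each end. Gene biotypes and neighbours were taken from the RefSeq gene table of assembly ARS-UCD2.0, which is not the assembly of the counts, so no coordinates are given. Fetal ultrasonography, fetal weights other than as a covariate, and qRT-PCR were not analysed here.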

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

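The tests in this part that traced expression in the other heifers, used marker scores, or concerned the library set, sample identity, fetal weight or a single heifer were chosen only after the result was seen. The tests of the share of reads as a covariate, of depth, of the most counted genes and of pairs of heifers were set before their results.

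Within the treatment groups of each day, 90 sets of values were searched for a heifer that lies far from the rest. There were 11 such values, and 1 in 20 sets, or 4.5, would be expected by chance. This expectation does not hold for the sets of genes that the paper named for differing in 604 and 664. Of the 11, 5 came from heifer 664 on D55 and 2 from heifer 664 on D105. On D55 heifer 664 had *LOC783838* at 73.0 CPM, *PCDH1* at 44.4 CPM, *RAB34* at 5.02 CPM and *LOC107131273* at 0.686 CPM, each above every other IVP-LOS heifer. It also had reads on 19508 genes, against 19779 to 20055 in the other 8. On D105 it had *LOC783838* at 89.0 CPM and *PCDH1* at 32.6 CPM. These CPM values were scaled over all heifers of the day with every gene and differ slightly from those scaled with the genes kept by the expression filter. Heifer 604 had *ACTA2* at 30.9 CPM on D105, against 1.77 to 3.23 in the other 8. The remaining 3 values were *RAB34* at 0.0903 CPM in heifer 517 (AI, D55), *TTF1* at 92.7 CPM in heifer 517 (AI, D105) and *PCDH1* at 0.279 CPM in heifer 628 (IVP-Normal, D105).

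Of the 3 genes called on D55 between 604 and 664 and the other heifers, the number with both heifers outside the range of the others was 0. These 3 calls therefore rest on a single heifer. Other pairs of heifers give D55 counts of this size. Of 100 pairs tested, the real one included, 29 gave at least 3 genes, and the largest other count was 143. Heifer 664 had high *LOC783838* and *PCDH1* on both days, so a trait of this animal that predates D55 is a candidate explanation, which 1 heifer cannot tell apart from its pregnancy. The single heifer explanation rests on the 0 genes above and covers only those 3 calls. Of the Fig. 7 genes for D55 not among them, *ADGRE3* was lower with either heifer left out (log2 fold change -3.99 without 604 and -2.77 without 664). Against the other IVP heifers *HAP1* was at 24.2 CPM in 604 and 42.0 CPM in 664 (others 11.7 to 20.7). *LOC107131273* rested on 664, with 16 reads against 1 in 604.

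The change from D55 to D105 differed between 604 and 664 and the other 21 heifers for 359 genes (interaction term, 254 of them with a larger rise in the pair). With heifer as a block it was 2885 genes.

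On D105 the share of reads on no NCBI gene was 38.0% in 604 and 36.1% in 664, against 24.6% to 30.5% in AI heifers. The most counted Ensembl gene took 8.82% of Ensembl reads in 604 and 7.01% in 664, against 2.02% to 4.76% in AI heifers. This gene has no name in the tables. The share of reads on no Ensembl gene went the other way, with 24.8% in 604 and 25.65% in 664 against 28.3% to 33.1% in the other 21 heifers, so the excess is one of reads outside the NCBI set and not outside both sets. The paper does not report these shares.

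Several explanations of the 3550 genes were tested. With the share of reads on no NCBI gene as a covariate, 0 genes were called (1825 at an unadjusted p under 0.05). Because this share correlates with the group at r = 0.843, this fit cannot tell the 2 apart. A score, the mean log2 CPM of the raised genes minus that of the lowered genes, was then followed in the other 21 heifers on D105. It correlated with the share of reads on no NCBI gene at r = 0.529 (permutation p = 0.0139, Benjamini-Hochberg 0.0222 over 8 relations, rho = 0.53), and r was 0.552 without the 2 heifers farthest on that share. In the 15 heifers of the set BACKUP r was 0.766, and in the 6 of the set New 0.0742. On D55 the score did not follow the share in the 23 heifers (r = -0.074, permutation p = 0.738, rho = -0.0662). With the share on the most counted Ensembl gene r was 0.725 (permutation p = 0.00014, rho = 0.815, Benjamini-Hochberg 0.00028, 0.750 without the 2 farthest, 0.782 in BACKUP and 0.718 in New).

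The same score fell with neutrophil marker genes in the other 21 heifers (r = -0.788, permutation p = 4e-05, rho = -0.768, Benjamini-Hochberg 0.00016, -0.626 without the 2 farthest, -0.866 in BACKUP and -0.611 in New). With monocyte markers r was -0.880 (permutation p = 1e-05, the smallest that 100000 permutations give, rho = -0.820, Benjamini-Hochberg 8e-05, -0.804 without the 2 farthest, -0.899 in BACKUP and -0.820 in New). The score was first computed with 19 marker genes among the calls, and these were taken out after those values were seen. With both marker scores as covariates 97 genes were called, 59 of them among the 3550. Heifers 604 and 664 lay below all 21 others on both scores (neutrophil 5.20 and 5.21 against at least 5.93, monocyte 4.73 and 4.38 against at least 5.49). Because the 2 scores together correlate with the group (multiple r = 0.685), this fit takes out calls whether or not the cells are the cause and cannot tell the 2 apart. The score was unrelated to the weight of the heaviest fetus in these 21 heifers (r = 0.0171, permutation p = 0.943, rho = -0.0266, Benjamini-Hochberg 0.943, -0.0569 without the 2 farthest, 0.189 in BACKUP and -0.120 in New).

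Other technical explanations gave no account of the count. With every library thinned to 18692653 reads, 3482 genes were called, and 3349 of them were among the 3550. With the 29 genes left out that are among the 10 most counted of some library, 3583 were called. Within the set BACKUP alone, where both heifers lie, 4976 were called. On the 200 most variable genes the own D105 library was nearest to the D55 library in 2 of 2 heifers (23 of 23 in all), which goes against a mislabelled sample. Over all 16487 genes it was nearest in 12 of 23 heifers, in 664 but not in 604, whose nearest was that of 602. Over these genes the median rho was 0.9805 for the own library and 0.9718 for those of other heifers, so they separate heifers less well than the 200 (0.848 and 0.561). Of 100 pairs of heifers tested on D105, the pair 604 and 664 was the 1 that gave as many genes, and any pair of heifers other than it gave at most 876.

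Candidate explanations that remain lie in these 2 samples. They are a larger share of reads on no NCBI gene, a larger share on the most counted Ensembl gene, and fewer neutrophil and monocyte transcripts. Of the 37 mitochondrial genes in the RefSeq gene table of assembly ARS-UCD2.0, 0 are named in the NCBI count table. The 2 shares may therefore have a common source in reads that the NCBI set cannot count. This was not tested, as the Ensembl gene has no name here. The share on no NCBI gene traced least well, with r = 0.0742 in the set New and -0.074 on D55. As covariates, the marker scores left 97 genes and the share of reads on no NCBI gene left 0. These covariates overlap with the group and would remove calls in either case. The pattern of 3550 genes cannot be told apart from these explanations, whether they arise from the handling of 2 blood samples or from the pregnancies.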

How the results depend on the processing

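The 8 forms with factors of unwanted variation were chosen after seeing the data. All other settings were set before the data were examined. Where a result moved, the cause was not tested unless a value is given. The Ensembl table for genes matched by name was not run, because its identifiers are not paired with names.

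With edgeR's likelihood ratio test in place of the quasi-likelihood test, 5 genes were called for 604 and 664 against all others on D55 (3 in the quasi-likelihood test), 6 against the other IVP heifers on D55 (2) and 1774 against them on D105 (1066). For 1 against 2 fetuses it called 142 genes in all heifers on D105 (12), and 31 on D55 (1) and 285 on D105 (1) in IVP-Normal heifers. For AI against IVP-Normal, AI against IVP-LOS, IVP-Normal against IVP-LOS, and AI and IVP-Normal against IVP-LOS, each at 0 genes in the quasi-likelihood test, it called 3, 1, 1 and 5 genes on D55 and 3, 11, 4 and 15 on D105.

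DESeq2's likelihood ratio test called 10 genes for 604 and 664 against all others on D55, 11 against the other IVP heifers on D55 and 2542 against them on D105. For 1 against 2 fetuses it called 3 genes on D55 (0) and 177 on D105 in all heifers, and 46 on D55 and 346 on D105 in IVP-Normal heifers. In the 4 comparisons of treatments, in the order above, it called 13, 2, 4 and 1 genes on D55 and 3, 42, 15 and 50 on D105. Between D105 and D55 it called 823 genes in IVP-Normal (374) and 422 in IVP-LOS heifers (38).

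The genes called by both of these tests numbered 5 for 604 and 664 against all others on D55, 6 against the other IVP heifers on D55 and 1767 against them on D105. For 1 against 2 fetuses there were 133 in all heifers on D105, and 27 on D55 and 266 on D105 in IVP-Normal heifers. In the 4 comparisons of treatments there were 3, 1, 1 and 1 on D55 and 2, 11, 4 and 13 on D105. In simulated data with 2 heifers against 4, DESeq2 made 65 false calls and the quasi-likelihood test 1, which bears on the IVP-Normal comparison of fetus number.

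Without an expression filter, 6 genes were called for 604 and 664 against all others on D55, 670 against the other IVP heifers on D105, 2 for 1 against 2 fetuses on D55, 1 for IVP-Normal against IVP-LOS on D55, and 191 for the difference in change between days of 604 and 664 (359). With the likelihood ratio test, upper-quartile normalization and no filter together, 7 genes were called against all others and 10 against the other IVP heifers on D55. With the Ensembl table, 6 and 5 genes were called in these D55 comparisons, 23 for 1 against 2 fetuses on D105, 658 for the difference in change of 604 and 664 and 14 between days in IVP-LOS heifers. With all 23 heifers in the fit, 2354 genes were called for 604 and 664 against the other IVP heifers on D105, and 0 on D55 (789 at an unadjusted p under 0.05) and 0 on D105 (1026) for 1 against 2 fetuses in IVP-Normal heifers. With the BACKUP libraries only, 36 genes were called for 1 against 2 fetuses on D105. With 604 and 664 excluded, this comparison gave 0 genes on D105 (1022 at an unadjusted p under 0.05) and 1 gene on D55.

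With heifer as a replicate block in a paired fit, 2603 genes were called between days in AI heifers (1517), 838 in IVP-Normal and 162 in IVP-LOS heifers, and 2885 for the difference in change of 604 and 664. The share of called genes higher on D105 was then 59.62% in AI (72.51%), 81.62% in IVP-Normal (92.51%) and 72.84% in IVP-LOS heifers (78.95%). The 2 libraries of a heifer deviated together (mean r = 0.53).

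Under the 8 forms with factors of unwanted variation, counts for 604 and 664 against all others on D105 fell from 3550. After filterByExpr and with factors from all genes, 1 factor gave 58 genes and 2 factors gave 1.1e+02 (81 higher and 26 lower). With the genes of smallest p left out of the controls, 1 factor gave 1104 and 2 factors gave 954. Without a filter these 4 forms gave 47, 66, 731 and 361. Against the other IVP heifers on D105, factors from all genes gave 20 (1 factor) and 52 (2 factors) with filterByExpr and 16 and 38 without a filter. With the genes of smallest p left out of the controls, the counts stayed nearer the 1066 of the main fit. They were 1075 (1 factor) and 961 (2 factors) with filterByExpr, and 782 and 393 without a filter. On D55 against all others, the 8 forms gave, in the order above, 6, 5, 6, 8, 5, 5, 6 and 7 genes. On D55 against the other IVP heifers the 8 forms gave, in the same order, 5, 2, 4, 8, 6, 5, 5 and 9 genes. In the 2 forms with 2 factors from all genes, both genes of the quasi-likelihood test were lost, so the equal count of 2 with filterByExpr hides a change of genes. The first factor from all genes without a filter had 49.44% of its sum of squares in 604 and 664 on D105, so the factor overlaps with the comparison.

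The number of heifers whose 2 samples were nearest in the tree was 4 with untransformed CPM (7 on the log2 scale). It was 10 with z-scored genes and 9 with a pseudocount of 0.1. With untransformed CPM 22 samples lay on the side of 604 and 664 at the first split of the D105 tree (4). The pair then ranked 54 for isolation among all pairs (exact p = 0.213, against rank 1). With z-scored genes it ranked 27 (exact p = 0.107).

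Across the fits that each left out 1 heifer, 1 against 2 fetuses gave 1 to 4 genes in IVP-Normal heifers on D55. Only heifers with 1 fetus were left out there, so this range does not cover 628 and 688, which carried 2. In all heifers 1 against 2 fetuses gave 0 (without 628, 557 or 688) to 1 (without 604) on D55. The fits at 0 had 503 to 584 genes at an unadjusted p under 0.05. On D105 it gave 0 genes without 604 (733 at an unadjusted p under 0.05) to 1.2e+02 genes without 688 (86 higher and 38 lower). The difference in the ratio to the normalizers was 2.83 to 3.79 for *TTF1* and 0.581 to 0.828 for *RSRC1*, the lower value without 664 in each case. The log2 fold change of *LOC783838* on D55 was -0.15 without 664 and 6.50 without 604. That of *PCDH1* on D55 was -0.12 and 7.29, so the direction of these 2 differences rests on heifer 664. On D105 it was 7.07 without 604, and the -0.49 without 664 rests on 3 reads in heifer 604 and gives no direction. The normalizers, which lay near 0, changed sign, with *NFKBIB* at -0.033 to 0.013 and *VPS35L* at -0.018 to 0.023. *NFKBIB* also changed sign with upper-quartile normalization, at 0.014.

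Another scaling moved the share of higher genes between days. With upper-quartile normalization 58.69% of the called genes were higher on D105 in AI heifers (72.51% with TMM) and 67.5% in IVP-LOS heifers (78.95%). Of the other values, 220 kept their direction and their side of the threshold or stayed near their size, 15 values of single genes moved when 1 heifer was left out, and 2 became significant, both for *ADGRE3* on D55.

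Depth limits genes with few reads. *LOC107131273* was below the filter on D55, so its difference between heifers could not be tested with the quasi-likelihood test. With libraries of at least 18692653 reads on genes, thinning every library to that size changed the D105 count for 604 and 664 from 3550 to 3482.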

Differences from the paper's values

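For heifers 604 and 664 against all others on D55, the paper gives 13 genes by edgeR, and 3 were called here. Among the alternatives set before the data were examined, DESeq2's likelihood ratio test (10 genes) came within 1.5 times the paper's edgeR value. The edgeR likelihood ratio test (5), upper-quartile normalization (3), no filter (6), the Ensembl table (6), the likelihood ratio test with upper-quartile normalization and no filter (7) and the genes called by both packages (5) did not. The 8 forms with factors of unwanted variation, chosen after seeing the values, gave 5 to 8 genes and did not either.

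The paper gives 8 genes by DESeq2 on D55, against 10 here under DESeq2 and 3 in edgeR's quasi-likelihood test. DESeq2's likelihood ratio test (10), no filter (6), the Ensembl table (6) and the likelihood ratio test with upper-quartile normalization and no filter (7) came within 1.5 times of it. The edgeR likelihood ratio test (5), upper-quartile normalization (3) and the genes called by both packages (5) did not. For genes called by both packages, Fig. 7 lists 5 in this comparison, and 5 were called by both here, 4 of them listed. Of the 8 forms with factors of unwanted variation, all chosen after seeing the values, 1 gave 8 genes (2 factors from the filtered genes without those of smallest p), 1 gave 7, 3 gave 6 and 3 gave 5.

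On D105 the paper gives 31 genes by edgeR, and 3550 were called here. None of the alternatives set before the data were examined closed the gap, as they gave 2906 (no filter) to 4976 (BACKUP libraries only). The 8 forms with factors of unwanted variation, chosen after seeing the values, gave 47 to 1104 genes, and none came within 1.5 times of the paper's value. The paper's 4451 genes by DESeq2 on D105 compare with 4424 here under DESeq2's likelihood ratio test.

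For *TTF1* the edgeR FDR is about 0.027 in Fig. 8, read by eye, and 1.38e-07 here. For *RSRC1* it is about 0.37 in Fig. 8, read by eye, and 4.94e-06 here. No alternative set before the data were examined closed either gap. With factors of unwanted variation, chosen after seeing the values, the FDR of *TTF1* was 6.44e-12 to 0.00176 and that of *RSRC1* was 1.21e-09 to 0.199 over the 8 forms.

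The paper states that *RSRC1* was differentially expressed by DESeq2 only, whereas edgeR called it here with the quasi-likelihood test (FDR 4.94e-06), the likelihood ratio test (1.12e-12), upper-quartile normalization (7.55e-06), no filter (7.26e-06), the BACKUP libraries only (3.58e-05), and the likelihood ratio test with upper-quartile normalization and no filter (3.66e-12). It was not called in the 4 forms with factors of unwanted variation from all genes, chosen after seeing the values, with an FDR of 0.110, 0.0621, 0.199 and 0.104. The legend of Fig. 8 exchanges the packages stated for *TTF1* and *RSRC1* in the text, and here both packages called both genes.

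The paper lists *ADGRE3* and *LOC107131273* as different on D55. For *ADGRE3* the FDR here was 0.342, and it was called by the edgeR likelihood ratio test (0.00797), by this test with upper-quartile normalization and no filter (0.00812), by DESeq2 (adjusted p 0.00545) and by all 8 forms with factors of unwanted variation, chosen after seeing the values (0.00229 to 0.027). *LOC107131273* was not tested here for lack of reads, and none of the settings in which it was tested called it (adjusted p 0.673 to 0.982). In Fig. 7 *MAN1A2* and *LOC112442223* are listed for 604 and 664 against the other IVP heifers on D105. Their FDR here was 0.0712 and 0.0664, DESeq2 called both (adjusted p 0.0318 and 0.0434), and so did the fit of all 23 heifers (0.027 and 0.0411). Upper-quartile normalization called *MAN1A2* (0.0477). With factors of unwanted variation, chosen after seeing the values, *MAN1A2* was called in all 8 forms (0.000126 to 0.00906) and *LOC112442223* in 7 (0.00282 to 0.0332), the exception being 2 factors from all genes without a filter (0.0518). Against the other IVP heifers on D55, *ADGRE3* (FDR 0.976), *HAP1* (0.289) and *RAB34* (0.130) are listed and were not called here. The edgeR likelihood ratio test called all 3 (0.0267, 0.00492 and 0.000335), as did DESeq2 (adjusted p 0.0207, 0.00170 and 0.000362) and the likelihood ratio test with upper-quartile normalization and no filter (0.0228, 0.00813 and 0.000430). The fit of all 23 heifers called *RAB34* (0.00938). Of the 8 forms with factors of unwanted variation, chosen after seeing the values, 7 called *ADGRE3* (all but 2 factors from all genes with filterByExpr), 6 called *HAP1* (all but 2 factors from all genes) and 2 called *RAB34* (2 factors without the genes of smallest p). Of the 68 entries for the other comparisons, in which some genes recur, 8 were called here, 40 by the edgeR likelihood ratio test and 62 by DESeq2. Beyond these, 1 entry was called with no filter (IVP-Normal against IVP-LOS on D55), and for 1 against 2 fetuses on D105, 1 without heifer 688 and 1 without heifer 557.

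The paper states that *LOC783838* and *PCDH1* differ in the extreme cases, and describes 2 dams. Here the level in heifer 604 was within the range of the other 21 on D55 for both genes and on D105 for *PCDH1*, with 0.716, 0.253 and 0.168 CPM. The paper states that a large number of called genes are LOC transcripts, and here such genes were less frequent among the D105 calls (16.5%) than among the other tested genes (21.5%). For AI and IVP-Normal against IVP-LOS on D105, where DESeq2 called 50 genes, they were more frequent among the calls (52%) than among the other genes (29.1%). The paper states that clustering separated 604 and 664 from the rest. In the tree of 46 libraries computed here heifer 637 on D105 separated first, and 604 and 664 separated first with z-scored genes or the Ensembl table. The paper gives 9 heifers clustering by animal, and 7 did here, 6 of them the same. With a pseudocount of 0.1 it was 9 heifers, 7 of them the same, and with z-scored genes 10, including all 9 of the paper's. The paper gives a coefficient of variation of at most 0.10 for the normalizers, and *NFKBIB* was at 0.111 here.

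In the sheet of D55 values in Supplementary Table 1, the first 11 of 23 columns matched the CPM computed here on the same line (r = 1 over 296 genes). The other 12 matched only when moved by 1 line, with r = 1 against the line above and r = 0.106 to 0.128 on the same line. In the D105 sheet all 23 columns matched on the same line (r = 0.9998 to 1).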

Other observations

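The tests of *TTF1* and *RSRC1* in the other heifers and against the line through them, of heifer 604 alone, of *BOLA-DQB* and of heifer 517, and the splits of comparisons that had given 0 genes were chosen only after the result was seen. For *BOLA-DQB* the group means and standard deviations had been seen and the values per heifer had not, and for heifer 517 its values had been seen and the minimum of 10 eligible genes was set after the test's result.

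The ratio of *TTF1* to the normalizers was raised in 604 and 664 on D105, where the share of reads on no NCBI gene was also highest. In the other 21 heifers the level of *TTF1* rose with that share (r = 0.755, permutation p = 6e-05, rho = 0.731, permutation p = 0.00032 for rho, Benjamini-Hochberg 0.00016 over 8 relations, r = 0.653 without the 2 heifers farthest on the share, 0.783 in the 15 of the set BACKUP and 0.703 in the 6 of the set New). For *RSRC1* the relation was not detected (r = 0.384, permutation p = 0.0867, rho = 0.300, permutation p = 0.187 for rho, Benjamini-Hochberg 0.116, r = 0.280 without the 2 farthest, 0.533 in BACKUP and 0.173 in New). The line of *TTF1* on the share in these 21 heifers was extended to 604 and 664, beyond the largest share among the 21 (30.5%). It gave 127.4 CPM for 604 (95% prediction interval 92.2 to 176, measured 174.5) and 114.2 CPM for 664 (85.6 to 152, measured 210), scaled here with all genes. For *RSRC1* it gave 21.8 CPM (12.2 to 38.6, measured 36.3) and 20.3 CPM (12.0 to 33.9, measured 45.5). The level of *TTF1* may therefore follow in part a property of the sample that is not specific to the 2 largest fetuses. For both genes heifer 604 was within the interval and heifer 664 above it, so the share alone did not reach the level of 664. For *RSRC1* a relation to the share was neither detected nor excluded.

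More genes were called between D55 and D105 in AI heifers (1517) than in the other groups. Such a count depends on group size and on the spread between heifers, so it does not rank the size of the change. The D55 and D105 libraries of AI heifers belong to different library sets, so day and library set coincide there. If the library set had caused these differences, they should be missing in IVP-Normal heifers, whose libraries belong to the set New on both days. Of the 1489 AI genes tested in IVP-Normal heifers, 97.78% had the same direction there and 342 were called in both groups. In IVP-LOS heifers the share with the same direction was 96.74%. With the days exchanged at random within heifers, 1 of 100 splits gave as many genes in AI (the real one, the largest other with 969), 1 of 32 in IVP-Normal and 1 of 100 in IVP-LOS heifers. In the last 2 groups the largest count of the other splits was 0, against 374 and 38 genes. Whether the change differed between IVP-Normal and the other heifers was tested directly, and 0 genes were called (208 at an unadjusted p under 0.05). With heifer as a block it was also 0 genes (395 at an unadjusted p under 0.05). The splits of the heifers were run without the block. In 45 of 100 splits at least as many genes had an unadjusted p under 0.05. The count of called genes itself shows nothing, since all 100 splits gave at least 0. A change with the day of gestation or of sampling is a candidate explanation for the genes shared by AI and IVP-Normal heifers, and gestation and calendar time cannot be told apart. The neutrophil marker score, scaled within each day, was also higher on D105 in these groups. In AI heifers it was 5.82 to 6.78 on D55 and 7.27 to 8.69 on D105. In IVP-Normal heifers it was 5.18 to 6.45 and 6.68 to 8.615. Whether the genes changed between days follow this score was not tested. The size of the change in AI heifers can still include a part from the library set.

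On D105 the 12 genes called between heifers with 1 and 2 fetuses stood out among splits of the heifers. With 4 heifers drawn at random in place of the 4 with 2 fetuses, 2 of 100 splits gave at least 12 genes, the real one included, and the largest other count was 473, in a split that also held heifer 604. Of the genes called by both edgeR's likelihood ratio test and DESeq2, 133 differed, and 1 of 40 splits gave as many (the largest other count was 54, again with heifer 604). Heifer 604 is 1 of the 4 with 2 fetuses. Without heifer 604 alone, 0 genes were called (733 at an unadjusted p under 0.05), so the 12 genes may reflect heifer 604 and not the number of fetuses. On D55 0 genes were called (472 at an unadjusted p under 0.05), and 72 of 100 splits gave as many genes at that level. All 100 gave at least 0 called genes, which is fixed in advance.

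With the expression filter, no treatment comparison gave a called gene in the quasi-likelihood test (without the filter, 1 for IVP-Normal against IVP-LOS on D55). All 100 splits of each comparison then give at least as many called genes, an outcome fixed in advance, and splits were compared by the genes at an unadjusted p under 0.05. On D55 there were 1522 such genes for AI against IVP-Normal (13 of 100 splits gave as many), 1179 for AI against IVP-LOS (19 of 100), 802 for IVP-Normal against IVP-LOS (37 of 100) and 670 for AI and IVP-Normal against IVP-LOS (46 of 100). On D105 there were 1477 (12 of 100), 880 (31 of 100), 501 (56 of 100) and 815 (38 of 100) in the same order. Single splits of the same heifers called up to 2738 genes (AI and IVP-Normal against IVP-LOS on D105, in a split with 604 and 664 in the same group). On D105 the IVP-Normal heifers are all of the set New and the others of BACKUP, so AI against IVP-Normal and IVP-Normal against IVP-LOS cannot be told apart from the library set.

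For the genes called by both packages on D105, the number drawn was 40 splits for each comparison. For AI and IVP-Normal against IVP-LOS, 13 genes were called, all lower in IVP-LOS, and 1 of 40 splits gave as many, the real one, while the others gave at most 3. For AI against IVP-LOS 11 genes were called, and 2 of 40 splits gave as many, with 12 in the largest. For IVP-Normal against IVP-LOS 4 genes were called, and 4 of 40 splits gave as many, with 344 in the largest. These counts depend on the test, since the quasi-likelihood test called 0 genes in each (815, 880 and 501 at an unadjusted p under 0.05), and the 13 genes remain a hypothesis about IVP-LOS heifers.

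*BOLA-DQB*, a gene of the major histocompatibility complex, was either high or nearly absent in each heifer. With a limit of 10 CPM, 22 of 23 heifers were on the same side on both days. It was above the limit on both days in 4 of 6 IVP-Normal heifers (375.5 to 546.6 CPM on D55 and 283.6 to 395.7 on D105), in 1 of 8 AI heifers (546, with 365.7 and 279.5 CPM) and in 0 of 9 IVP-LOS heifers (at most 4.05 and 2.76 CPM). A variant carried by individual heifers that the reference does or does not match is a candidate explanation, as 22 heifers kept their side. Reads shared with related genes of the complex were not tested, and the pattern cannot be told apart from them. A difference in this gene between the treatment groups could therefore reflect which heifers were in each group.

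The exception was heifer 517 (AI), with 115.9 CPM on D55 and 0 on D105. If its D55 sample were a mixed sample, other genes should be present on D55 and absent on D105. Of 2 eligible genes, 1 was (*LOC112441545*, named after its values were seen). With so few eligible genes the pattern in 517 cannot be told apart from a mixed sample on D55.

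Fetal weight was set against the D105 level of 12 genes in the 21 heifers other than 604 and 664. The heaviest fetus was related to 0 of the 12 genes at a Benjamini-Hochberg adjusted p of 0.05 (0 at an unadjusted p under 0.05), with r from -0.183 to 0.286 and a smallest adjusted p of 0.997. For the total fetal mass it was also 0 genes (1 at an unadjusted p under 0.05), with a smallest adjusted p of 0.574.

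The first factor of unwanted variation, computed after the data were seen, had 48.57% (filterByExpr) and 49.44% (no filter) of its sum of squares in 604 and 664 on D105 when all genes were controls. Without the genes of smallest p among the controls it was 24.67% and 26.54%.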
